# Inaccessible LCG Promoters Act as Safeguards to Restrict T Cell Development to Appropriate Notch Signaling Environments

**DOI:** 10.1016/j.stemcr.2021.02.017

**Published:** 2021-03-25

**Authors:** Suzanne Furuyama, Qian “Vicky” Wu, Barbara Varnum-Finney, Richard Sandstrom, Wouter Meuleman, John A. Stamatoyannopoulos, Irwin D. Bernstein

**Keywords:** Notch, T cell development, DNA accessibility, LCG promoters

## Abstract

T cell development is restricted to the thymus and is dependent on high levels of Notch signaling induced within the thymic microenvironment. To understand Notch function in thymic restriction, we investigated the basis for target gene selectivity in response to quantitative differences in Notch signal strength, focusing on the chromatin architecture of genes essential for T cell differentiation. We find that high Notch signal strength is required to activate promoters of known targets essential for T cell commitment, including *Il2ra*, *Cd3ε*, and *Rag1*, which feature low CpG content (LCG) and DNA inaccessibility in hematopoietic stem progenitor cells. Our findings suggest that promoter DNA inaccessibility at LCG T lineage genes provides robust protection against stochastic activation in inappropriate Notch signaling contexts, limiting T cell development to the thymus.

## Highlights

• Notch target gene promoters differentially respond to Notch signal strength
• T cell commitment targets feature low CpG content and DNA inaccessibility in HSPCs
• Promoter DNA inaccessibility protects T cell target genes from stochastic activation
• LCG promoters act as safeguards of Notch-induced differentiation

## Introduction

In numerous developing systems, Notch modulates the decisions that determine the fate of stem cells and their progeny (Artavanis-Tsakonas et al., 1999; Lai, 2004). Notch is a transmembrane receptor that is activated by binding of ligand to its extracellular domain. Upon ligand binding, the Notch receptor is proteolytically cleaved, releasing its intracellular domain (ICD). The Notch ICD translocates to the nucleus and functions as a transcriptional activator, directed to target genes by association with the RBPJ_κ_ DNA-binding protein (for a review see Kopan and Ilagan, 2009). In mammals, there are four Notch receptors (NOTCH1 to NOTCH4) and five canonical Notch ligands (DLL1, DLL3, DLL4 and JAG1, JAG2).

With respect to the T lineage, T cell differentiation is limited to the Notch ligand-rich thymic microenvironment (Zuniga-Pflucker, 2004), where *Notch1* has been shown to be essential for T cell development (Radtke et al., 1999). *In vivo* swapping of the ICDs of *Notch1* and *Notch2* paralogs has shown that either ICD is capable of promoting T cell development (Liu et al., 2015), suggesting that thymic restriction is dependent on the high Notch signal strength resulting from activation of the elevated levels of NOTCH1 found in the thymus. This suggestion is supported by studies showing that *ex vivo* cultivation of enriched hematopoietic stem progenitor cells (HSPCs) with immobilized Notch ligands (Varnum-Finney et al., 2000) promotes T cell differentiation only at high density (Dallas et al., 2005; Delaney et al., 2005), and partial reduction of *Notch1* expression *in vivo* impairs alpha-beta T cell development (Washburn et al., 1997). While the basis by which quantitative differences in Notch signaling are interpreted at target genes has not been elucidated, the selective use of NOTCH1 to induce an activation signal sufficient to promote the development of T cells suggests that Notch-responsive gene promoters are not equivalent in their transcriptional competence.

The notion of differential transcriptional competence has been established by the finding that the majority of gene promoters, including housekeeping genes, display histone markings associated with an active or “poised” chromatin state, while the promoters of many lineage-associated genes lack histone modifications associated with active, suppressed, or “poised” states (Mikkelsen et al., 2007), suggesting they are in a default closed chromatin confirmation. Here, we examined the relationship between DNA accessibility and the dose-dependent transcriptional response of Notch target genes essential for early T cell development. Our data suggest that high-Notch dose-dependent promoters, including *Il2ra*, *Cd3ε*, and *Rag1*, feature LCG promoters and DNA inaccessibility in the ground HSPC state, acquiring promoter DNA accessibility only upon exposure to high levels of Notch signaling. These data implicate chromatin conformation and promoter CpG content as critical features in assuring appropriate Notch-mediated cell-fate outcome. These findings further suggest that the closed chromatin conformation of LCG genes may have evolved to act as signal safeguard, preventing stochastic lineage commitment in inappropriate signaling contexts.

## Results

### *Ex Vivo* System to Study Notch Dose-Dependent Promotion of Early T Cell Precursors

Notch signaling contributes to the early phases of T cell development, the first being the generation of CD4^−^, CD8^−^ double-negative 1 (DN1) (KIT^++^CD44^+^CD25^−^) cells (Chen et al., 2019). These cells progress through the DN2a (KIT^++^CD44^+^CD25^+^) stage prior to committing to the T lineage pathway with the first productive T cell receptor rearrangements, marked by the appearance of the DN2b (KIT^+^CD44^lo^CD25^+^) subpopulation (Yui and Rothenberg, 2014). DN2 cells are essentially absent upon conditional deletion of *Notch1 in vivo* (Radtke et al., 1999), a condition preventing maximal activation of Notch signaling. *Ex vivo*, the developmental progression through the DN2 stages of early T cell development can be recapitulated by culturing freshly isolated murine HSPCs (Lin^−^SCA1^+^KIT^+^ [LSK] cells) on a high density of immobilized Notch ligand (Dallas et al., 2005; Varnum-Finney et al., 2011) (Figure S1). Using this approach, we sought to identify Notch dose-dependent changes in DNA accessibility that accompany an HSPC as it progresses through the DN stages of T cell development.

### Use of Differential DNA Accessibility to Identify Notch Dose-Responsive Promoters in Early T Cell Development

Treatment of chromatin with the DNA endonuclease DNase I has been used to map accessible or “open” regulatory regions, referred to as DNase I hypersensitive sites (DHSs) (Stalder et al., 1980; Wu et al., 1979a, 1979b). We applied DNase I digestion followed by deep sequencing (DNase-seq) to identify genome-wide accessible regions (John et al., 2013) in the nuclei of biologically distinct LSK cells freshly isolated from murine marrow as well as stage-specific DN cells isolated from *ex vivo* LSK culture on high-density immobilized Notch ligand or no ligand control (no Notch) following T cell induction (Gene Expression Omnibus series accession GEO: GSE142739).

Using an unbiased approach (hotspot2), we identified 170,269 DHS regions genome wide, across all stages of T cell development (Figures 1A and S2). Of these, more than 126,000 (∼74.4%) have been previously observed in a genome-wide atlas of mouse DHSs (Vierstra et al., 2014). Of the ∼170,000+ DHSs, the midpoint of 27,000+ (∼16%) was found to directly overlap with the promoters (±1 kb from transcription start site) of protein-coding genes. While there is currently no gold-standard database of mouse enhancers, we also assessed the fraction overlapping with enhancers using the catalog of candidate *cis*-regulatory elements (cCREs) derived from the ENCODE Project Consortium (2020). In total, ∼46% of our ∼170,000 identified DHSs overlap with promoters or proximal/distal enhancer elements.

**Figure 1:**
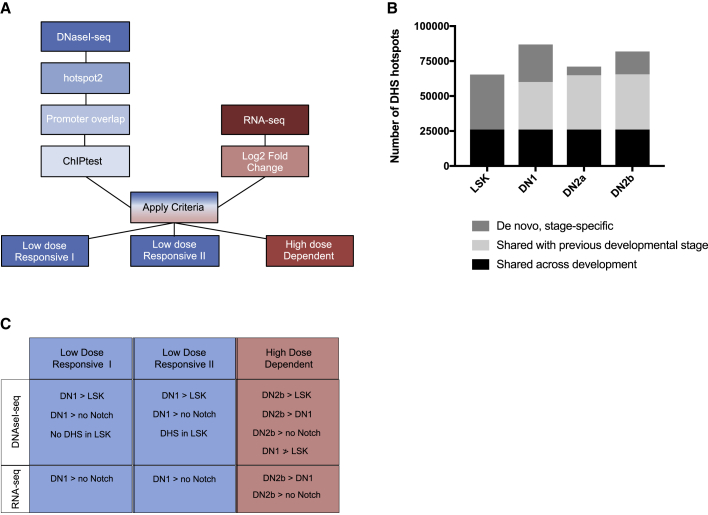
Unbiased Genome-Wide Approach to Identify Notch Dose-Dependent Changes in Promoter DNA Accessibility and Gene Expression Accompanying Early T Cell Development (A) Flow chart illustrating the steps of our *de novo* discovery approach used to identify Notch dose-responsive genes. (B) Graph representing the number of DHSs identified in LSK, DN1, DN2a, and DN2b stages of development. At each developmental stage, DHSs are further classified based on whether the DHS is shared across all stages of development, shared with the previous developmental stage, or acquired *de novo*. (C) Criteria used to identify low-Notch dose-responsive and high-Notch dose-dependent promoters. See also Figures S1 and S2.

As shown in Figure 1B, approximately 26,000 DHSs were shared across all stages of development. Of the remainder, a large proportion (34,000+) was shared with a previous developmental stage, while smaller subsets were acquired *de novo*, in a stage-specific manner. These three accessibility classes are consistent with those observed during the differentiation of embryonic stem cells along the cardiac lineage (Stergachis et al., 2013).

Promoter-associated DHSs were screened for Notch responsiveness by assessing differential promoter accessibility between biological replicates at each developmental stage (e.g., LSK versus DN1, DN1 versus DN2b, and so forth) and cells grown in the absence of Notch ligand using the non-parametric method ChIPtest (Wu, 2013; Wu et al., 2015). Rather than modeling total read counts in a given window such as DESeq (Anders and Huber, 2010) or calling peaks such as MACS (Zhang et al., 2008), ChIPtest models the spatial profiles of read counts in each DHS region and uses a non-parametric test to develop a differential accessibility score. Bonferroni adjustment was applied to correct for multiple testing, and the DNA accessibility threshold is based on an adjusted p value of <0.05.

Notch-responsive promoters were further subdivided into dose-response subgroups by applying differential accessibility criteria (Figure 1C) developed from observed correlations between Notch dosage and developmental state (Figure S1B). As low-dose Notch signaling fails to allow cells to progress beyond the DN1 stage of development, we reasoned that low-dose Notch-responsive promoters would fall into two categories: (1) those whose promoter accessibility is acquired *de novo* following the transition of LSK cells to DN1 cells (low-dose-responsive I) or (2) those whose promoter is accessible in LSK cells but whose extent of accessibility is increased in DN1 cells (low-dose-responsive II). Conversely, since high-dose Notch signaling is required for progression to the DN2 stage, we reasoned that high-dose-dependent promoters would be inaccessible in LSK/DN1 cells and acquire DNA accessibility *de novo* in DN2 cells, specifically DN2b cells.

To confirm whether the observed DNA accessibility patterns are relevant to lineage determination, we correlated the developmental timing of Notch dose-dependent changes in promoter DNA accessibility with the onset of gene expression. To do so, we assessed genome-wide changes in mRNA expression of stage-specific DN cells isolated from *ex vivo* cultured LSK cells using RNA sequencing (RNA-seq) (Figure S3). 

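RNA from 10 cell populations was sequenced. DN1, DN2a and DN2b cells (2 libraries each) were sorted from LSK cells cultured on a high density of Delta1 (5 µg/mL). The 4 no Notch control libraries came from LSK cells cultured on control IgG (5 µg/mL) and harvested on day 14. DN1 cells came from cultures without IL-7, and DN2a and DN2b cells from cultures with 100 ng/mL IL-7, so stage and IL-7 change together in these libraries. Within each year, the dates in the DN1 labels precede those of DN2a and DN2b, so time in culture may change with stage as well. The authors aligned 36 bases of each read to mm10, counted reads per gene with htseq-count and deposited the counts without normalization. The reads counted on genes numbered 22635537 and 18489684 in DN1, 27451369 and 13916162 in DN2a, and 15373952 and 12354635 in DN2b. The no Notch libraries held 20638406, 25285887, 35367925 and 29662991 such reads. Reads that aligned to more than 1 place made up between 16.4% and 30.1% of the reads htseq-count tallied in a library and were assigned to no gene, so counts of genes with near-identical copies are uncertain. A gene at 3 counts or fewer was taken as at the detection floor, which lay between 0.0848 and 0.243 CPM across the libraries. Expression is given in CPM, counts scaled to the size of the library after TMM scaling. The log2FC values come from 1 edgeR fit of all 10 libraries in 4 groups (DN1, DN2a, DN2b and no Notch control), without the summary lines that htseq-count adds after the genes.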

Read counts for each DN stage or “no Notch” control samples (series accession GEO: GSE142739) were used in pairwise comparisons to calculate log_2_ fold-change (log_2_FC) values. 

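Between DN1 and the no Notch control, 1753 genes were higher and 2081 lower in DN1 at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). Between DN2b and the control, 2435 genes were higher and 2755 lower in DN2b. Between DN2b and DN1, 124 genes were higher and 109 lower in DN2b. Of the alternative settings, DESeq2 with its own size factors moved the last comparison most, to 828 genes. With the DN libraries paired by the year in their labels as a replicate block, 238 genes passed in DN2b versus DN1, against 180 in the same 6 libraries without the block. Deviations of the same-year DN1 and DN2b libraries from their stage means correlated across genes at r = 0.1895, and genes are not independent replicates. With each library outside the compared pair of stages left out in turn, between 112 and 265 genes passed.

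Genes with the largest fold changes were taken among those past the adjusted threshold, with every library of one group above every library of the other and a mean of at least 5 CPM in the higher group. In DN1, *Rpl14-ps1*, a processed pseudogene whose counts share sequence with its parent gene and are uncertain, had 502.6 ± 244.7 CPM (SD, n = 2) against 0.115 ± 0.0386 (SD, n = 4) in the control. The control libraries held 3 or fewer counts of *H19* and *Esm1*, which were at least 1193-fold and at least 79.5-fold higher in DN1. The log2FC of *Esm1*, 10.75, was 9.36 with the DN1 library of 2012 left out. Its adjusted p, 0.0146, reached 0.0644 over the other settings. DN1 libraries held no counts of *Mmp12*, *Msr1* and *Folr2*, which were at least 4591-fold, 1850-fold and 865-fold lower than in the control. In DN2b, *Khdc1a* and *Ctla4* were at least 2155-fold and at least 1921-fold higher than in the control, where both were at the floor. *Ngp*, *Elane* and *Saa3* were at the floor in DN2b and at least 33680-fold, 10860-fold and 5974-fold lower than in the control. Against DN1, *5830411N06Rik* was at least 494-fold, *Khdc1a* 1060-fold and *Khdc1c* at least 41.1-fold higher in DN2b. Against DN1, *S100a8*, *Ms4a3* and *Mcpt-ps1* were at least 1207-fold, 127-fold and 119-fold lower in DN2b. The calls of *Khdc1c*, *Ms4a3* and *Mcpt-ps1* stayed under an adjusted p of 0.05 in 4, 4 and 2 of the 6 fits that left out a library of another group. That of *S100a8* stayed in all 6, but over the other settings its adjusted p reached 0.140, and those of *Khdc1c*, *Ms4a3* and *Mcpt-ps1* reached 0.0707, 0.143 and 0.120. The DN1 libraries differed in such genes, with 13929 counts of *S100a8* in that of 2012 and 273 in that of 2013, and in *H19*, with 7332 and 362. *Khdc1a* and *Khdc1c* are paralogs with similar sequence, so their separate counts are uncertain.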

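By fold change alone, 860 genes had a log2FC of at least 2 in DN1 over the no Notch control, 1007 in DN2b over the control and 498 in DN2b over DN1. Of these, 275 genes reached it in DN2b over both the control and DN1. A log2FC of at least 2 in DN1 over the control was shared by 123 of the 275. Among settings on fold change alone, keeping every gene with a non-zero count moved these numbers most, to 1565, 1918, 1618 and 792 genes. Leaving out each library in turn gave between 332 and 925 genes in DN2b over DN1, and between 206 and 456 genes over both.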

As described in Figure 1C, low-dose genes displaying log_2_FC ≥ 2 between DN1 and control or high-dose genes displaying log_2_FC ≥ 2 between DN2b and control as well as DN2b and DN1 were selected. Following the implementation of both DNA accessibility and gene expression criteria, we identified 114 unique low-dose-responsive and 38 unique high-dose-dependent promoters (Figure 2A and Table S1). 

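Of the 114 low-dose genes in Table S2, 100 had enough counts to be tested and 84 had a log2FC of at least 2 in DN1 over the no Notch control. The 16 tested genes below it ranged from -0.03 (*Tapbpl*) to 1.96, and 15 of them lay between 1.5 and 2. In DN1, 99 of the 100 genes were higher than in the control. An adjusted p under 0.05 was reached by 90 with adjustment over all genes and by 96 with adjustment over the list alone (edgeR's quasi-likelihood test). Of the 38 high-dose genes, 36 were tested and 35 met a log2FC of at least 2 in DN2b over both the control and DN1. *Ube4a* did not, with a log2FC of 0.59 (standard error 0.28) over the control and 0.59 (standard error 0.33) over DN1. Its listed promoter, on chromosome 9 of mm10 from 44979431 to 44981431, is centred on the start of *Cd3g* at 44980431. *Scn4b* and *Klc3* had too few counts to be tested. All 36 genes were higher in DN2b in both comparisons. Over the control, 34 passed an adjusted p of 0.05 whether adjusted over all genes or the list, and over DN1, 22 passed over all genes and 32 over the list. Both lists were drawn by the paper from these same libraries. Over the alternative settings the low-dose number ranged from 64, with the DN1 library of 2013 left out, to 99, with scaling to library size only. The high-dose number ranged from 33 to 37 on fold change alone and fell to 22 when an adjusted p under 0.05 was also required in both comparisons. To ask whether accessibility bears on lineage determination, the paper compares its timing with the onset of expression, and it identifies the promoters that met the DNase-seq criteria and whose genes met the expression criteria.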

Scatterplots showing the correlation between the DNA accessibility score and gene expression for genes within each criteria class are shown in Figure 2B.

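On the expression axis, the 100 tested low-dose genes had a median log2FC of 2.48 in DN1 over the no Notch control, up to 9.27. Their median was 2.60 in DN2b over the control and 0.01 in DN2b over DN1. Of the 84 low-dose genes past the fold change criterion in DN1, 62 also had a log2FC of at least 2 in DN2b over the control. The 36 high-dose genes had a median log2FC of 6.54 in DN2b over the control and 4.22 in DN2b over DN1. In DN1 they had a median log2FC of 1.47 over the control, and 16 of them reached 2. Among Notch targets on the low-dose list, *Hes1* (chromosome 16 of mm10, 30064384 to 30067796) had 47.7 ± 7.64 CPM in DN1 (SD, n = 2) and 0.163 ± 0.1253 in the control (SD, n = 4), a log2FC of 8.10 (standard error 0.51, adjusted p = 5.42e-05, edgeR's quasi-likelihood test). *Nrarp* (chromosome 2, 25180758 to 25183339) had 108 ± 43.95 and 1.53 ± 1.74 CPM, a log2FC of 6.15 (standard error 0.87, adjusted p = 0.00143, the same test). Between DN2b and DN1, *Hes1* changed by a log2FC of 0.23 (standard error 0.48) and *Nrarp* by -0.46 (standard error 0.92), neither larger than its error, and either sign was reached when single libraries were left out.

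**Figure D1:**
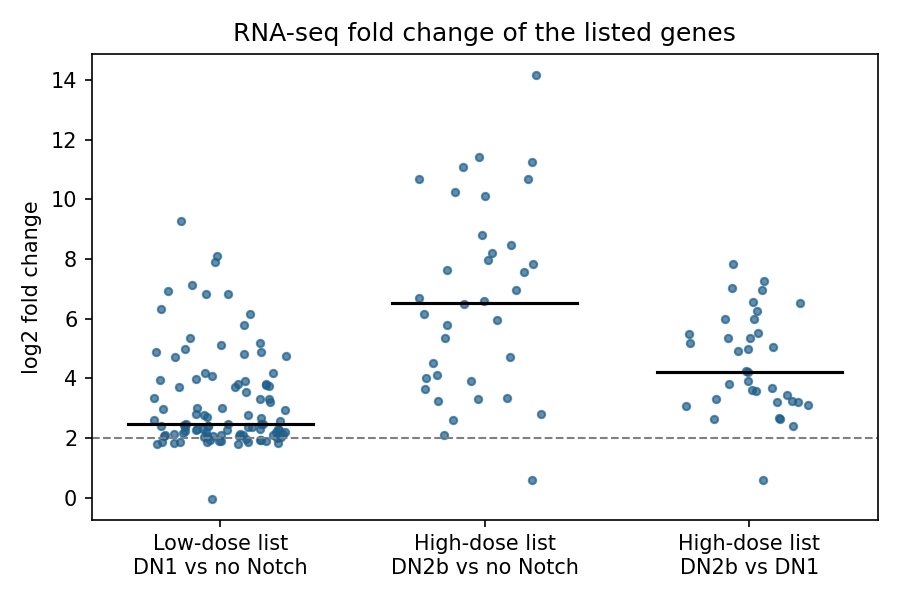
The log2 fold change of each tested gene on the low-dose list (DN1 over the no Notch control) and the high-dose list (DN2b over the control and over DN1), with 1 point per gene. Solid lines mark the medians, 2.48, 6.54 and 4.22, and the dashed line marks a log2FC of 2.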

**Figure 2:**
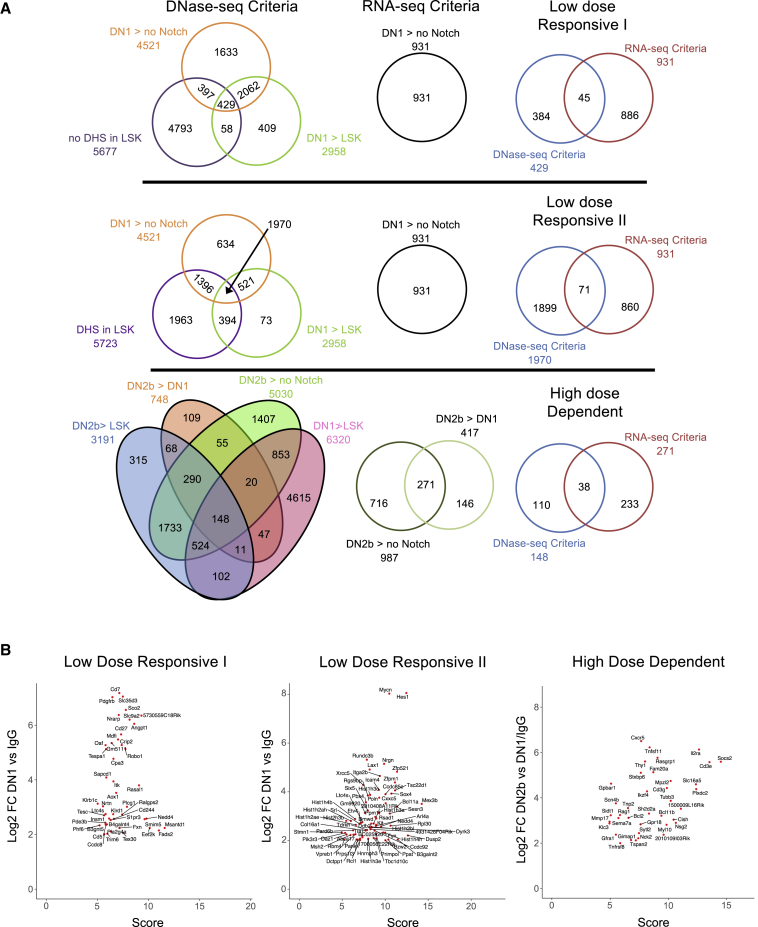
Identification of Notch Dose-Responsive Gene Promoters (A) Venn diagrams representing the numbers and relationships between the categories of DNA-accessible regions defined as low-dose-responsive I, low-dose-responsive II, and high-dose-dependent. (B) Scatterplots showing the correlation between DNA accessibility (x axis: score) and gene expression for genes (y axis: log_2_FC) under each criteria class. See also Figures S2 and S3; Tables S1 and S2.

We performed gene ontology (GO) enrichment analysis on our lists of low-dose-responsive and high-dose-dependent genes using GOrilla (Eden et al., 2007, 2009). 

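Under the term with the lowest p in its low-dose sheet, Table S2 lists the histone genes *Hist1h4b*, *Hist1h3a*, *Hist1h3e*, *Hist1h4h* and *Hist2h3b*. Of these, *Hist1h3a* is not among the 114 genes of the low-dose list itself. Their counts are uncertain, since histone genes share near-identical coding sequence and reads with several matches were left out. In DN1, *Hist1h3a* had a log2FC of 3.22 over the no Notch control (standard error 0.69, adjusted p = 0.00884 from edgeR's quasi-likelihood test) and *Hist1h4b* one of 3.02 (standard error 0.71, adjusted p = 0.0127, the same test). *Hist1h4h* reached 2.29 (standard error 0.65, adjusted p = 0.0264), which passed in 7 of 8 fits that left out a library. *Hist1h3e* had a log2FC of 2.02 (standard error 0.81), which did not pass (adjusted p = 0.0857). One control library held 17 of its reads and the other 3 held 2, 3 and 3. *Hist2h3b*, at 0.526 ± 0.462 CPM in DN1 (SD, n = 2) and 0.0612 ± 0.0749 in the control (SD, n = 4), was too low to be tested. The largest of these means in DN1 was 1.91 ± 1.18 CPM, for *Hist1h4b*.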

No biological process GO term was significantly enriched among the low-dose-responsive subset (for full GOrilla output, see Table S2). In contrast, among the high-dose-dependent genes, T cell-associated GO terms predominate, with T cell differentiation (false discovery rate [FDR] q value = 2.32 × 10^−4^) being the most significant. 

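Table S2 places *Bcl2*, *Bcl11b*, *Gpr18*, *Cd3g*, *Gimap1*, *Cd3e*, *Mpzl2* and *Rag1* under T cell differentiation. Of these, *Cd3g* is not among the 38 genes of the high-dose list itself. All 8 were higher in DN2b than in the no Notch control and DN1. In DN2b over DN1, *Bcl2* (chromosome 1 of mm10, 106538178 to 106714274) rose from 10.07 ± 4.02 to 121.0 ± 15.0 CPM (SD, n = 2 each), a log2FC of 3.58 (standard error 0.37, adjusted p = 0.0034, edgeR's quasi-likelihood test). *Cd3g*, whose start lies in the promoter listed for *Ube4a*, rose from 63.2 ± 46.4 to 1622 ± 563 CPM, a log2FC of 4.68 (standard error 0.60, adjusted p = 0.00704). In the control *Cd3g* had 0.123 ± 0.0520 CPM (SD, n = 4). *Gpr18* had a log2FC of 3.23 over DN1 (standard error 0.66, adjusted p = 0.0429) and *Mpzl2* one of 4.98 (standard error 1.03, adjusted p = 0.0472). With each library outside the compared pair left out in turn, these last p-values stayed under 0.05 in 3 and 1 of the 6 fits. *Gimap1* had a log2FC of 2.64 over DN1 (standard error 0.67) and did not pass (adjusted p = 0.100), while over the control it reached 6.70 (standard error 0.61, adjusted p = 1.13e-04). Its call over DN1 passed in 1 of the 6 fits, and over the other settings its adjusted p lay between 0.00294 and 0.126. The GO enrichment itself was not analysed here.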

Importantly, identified high-dose-dependent genes include Notch targets essential for progression through T cell commitment, such as *Il2ra* (Maillard et al., 2006), a subunit of the interleukin-2 (IL-2) receptor and a marker of progression through the DN stages of T cell development; *Cd3ε* (Clevers et al., 1989; De Smedt et al., 2007), a member of the T cell receptor complex; *Rag1* (McBlane et al., 1995), a gene required for T cell receptor recombination; and *Bcl11b* (Li et al., 2010), the T lineage commitment factor. 

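*Il2ra* (chromosome 2 of mm10, 11642807 to 11693193) had 1.18 ± 0.8285 CPM in the no Notch control (SD, n = 4), 21.1 ± 3.00 in DN1, 1397 ± 320.0 in DN2a and 1953 ± 317 in DN2b (SD, n = 2 each). Its log2FC in DN2b was 10.68 over the control (standard error 0.66, adjusted p = 1.74e-05) and 6.53 over DN1 (standard error 0.76, adjusted p = 0.00523, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il2ra* encodes CD25, and the sort took DN1 cells without CD25 and DN2a and DN2b cells with it. The rise of *Il2ra* over DN1 therefore follows at least in part from the sort gates. *Cd3e* (chromosome 9, 44998740 to 45009627) had no counts in any control library, 1.63 ± 0.369 CPM in DN1, 18.5 ± 5.04 in DN2a and 103 ± 11.7 in DN2b. It was at least 849-fold higher in DN2b than in the control, and its log2FC over DN1 was 5.98 (standard error 0.42, adjusted p = 0.0034). *Rag1* (chromosome 2, 101638282 to 101649501) had 0.0783 ± 0.100 CPM in the control, 2.01 ± 1.74 in DN1, 5.55 ± 4.81 in DN2a and 22.0 ± 19.4 in DN2b. Its log2FC was 8.19 over the control (standard error 1.13, adjusted p = 7.72e-04). Over DN1 it was 3.46 (standard error 1.17), which did not pass (adjusted p = 0.208), and the DN2b libraries differed from each other, at 35.6 and 8.28 CPM. *Bcl11b* (chromosome 12, 107910403 to 108003602) had 0.116 ± 0.0806 CPM in the control, 1.78 ± 0.683 in DN1, 12.0 ± 2.11 in DN2a and 22.7 ± 4.57 in DN2b. Its log2FC was 7.63 over the control (standard error 0.55, adjusted p = 3.18e-05) and 3.66 over DN1 (standard error 0.60, adjusted p = 0.0205). With each library outside the compared pair left out in turn, the calls over DN1 for *Il2ra*, *Cd3e* and *Bcl11b* stayed under an adjusted p of 0.05 in all 6 fits. Over the other settings the largest adjusted p was 0.0528 for *Bcl11b*, and that of *Rag1* lay between 0.0339 and 0.272. All 4 genes were also higher in DN1 than in the control, with a log2FC of 4.15 for *Il2ra*, 4.73 for *Rag1* and 3.97 for *Bcl11b*, and at least 13.4-fold for *Cd3e*.

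**Figure D2:**
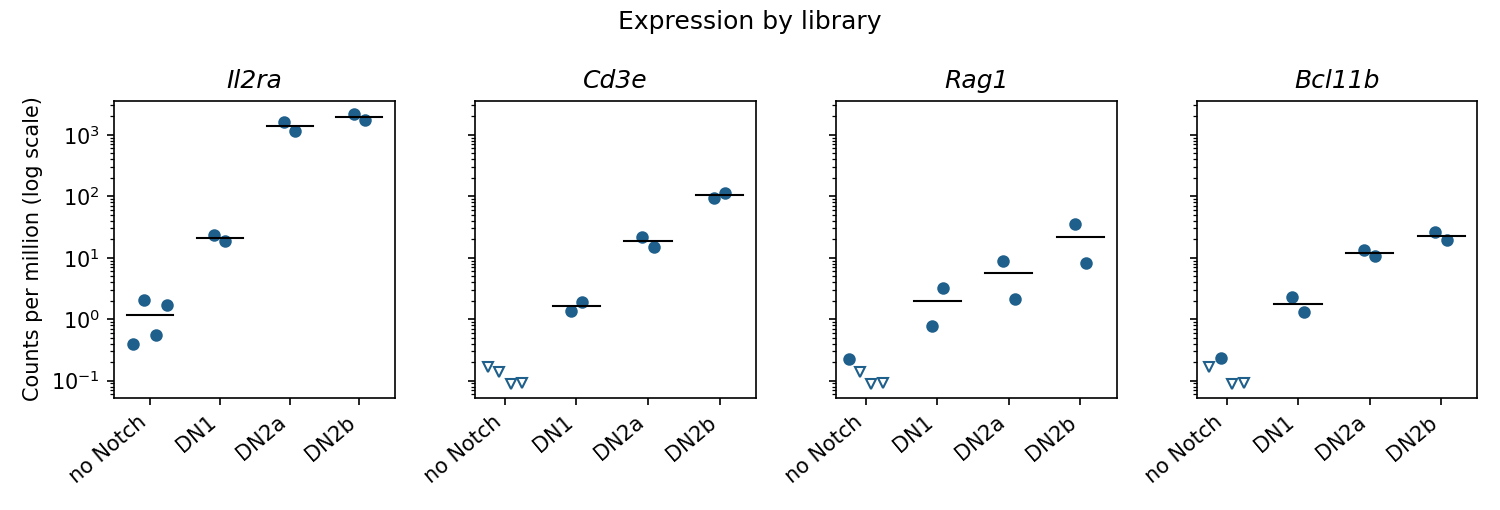
CPM (log scale) of *Il2ra*, *Cd3e*, *Rag1* and *Bcl11b* in each no Notch, DN1, DN2a and DN2b library. Filled circles are libraries, open triangles are libraries with 3 or fewer counts drawn at their 3-count floor, and lines are group means, given where no library is at the floor. *Il2ra* reaches 1953 CPM on average in DN2b, and every *Cd3e* control library is at the floor.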

Tracks showing the pattern of DNase hypersensitivity over early T cell development for known Notch target genes within the low-dose-responsive subset, including *Hes1* (Jarriault et al., 1995) and *Nrarp* (Pirot et al., 2004) as well as the aforementioned high-dose-dependent targets, are shown in Figures 3A and 3B, respectively.

**Figure 3:**
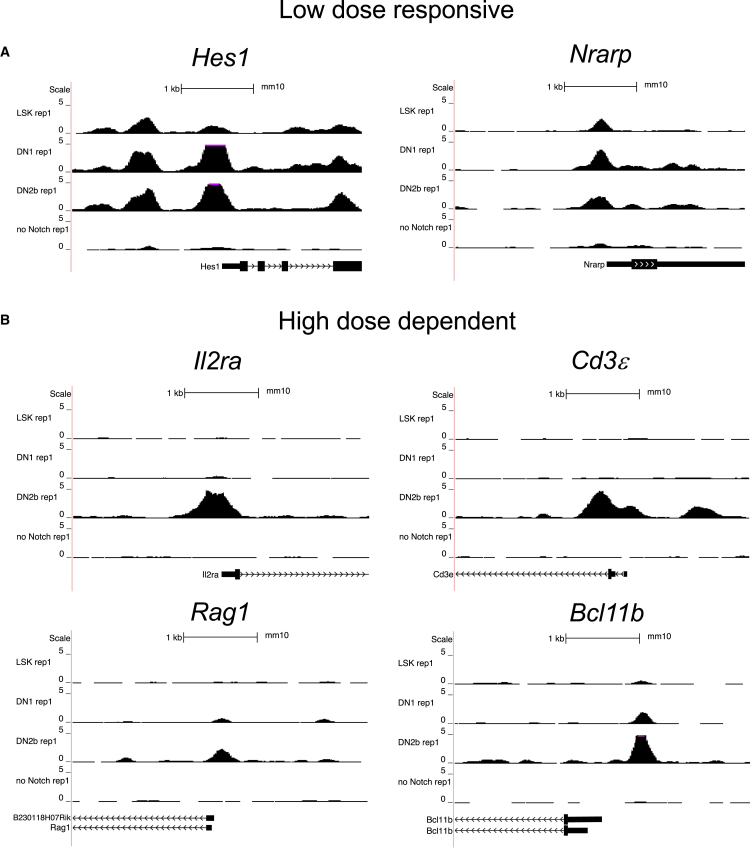
DNase I Hypersensitivity at the Promoters of Key Notch Target Genes across Early T Cell Development LSK cells were isolated from murine marrow and cultured in the presence of high concentration of immobilized Delta1 ligand. Cells were harvested and flow sorted to isolate DN1 (KIT^++^CD44^+^CD25^−^) and DN2b (KIT^+^CD44^lo^CD25^+^) subpopulations. LSK cells were also grown in the absence of Notch signaling as a control. Nuclei were isolated from each cell population and treated with DNase I. Following DNase I digestion, small double-hit fragments were purified and sequencing libraries prepared. Paired-end sequencing was performed using the HiSeq platforms (Illumina). Normalized read density data from one replicate of each developmental stage was uploaded into the UCSC genome browser. Each set of density profiles represents a 4-kb window for the labeled gene locus. The vertical axis represents tag density (in a 150-bp window) per million mapped reads. In black is a schematic of gene structure. The genomic scale of each locus has been noted using a 1kb scale bar. (A) Mm10 coordinates for low-dose-responsive genes: ***Hes1*** chr16:30063271-30067271; ***Nrarp*** chr2:25178671-25182671. (B) Mm10 coordinates for high-dose-dependent genes: ***Il2ra*** chr2:11640811-11644811; ***Cd3ε*** chr9:45007271-45011271; ***Bcl11b*** chr12:108002131-108006131; ***Rag1*** chr2: 101647611-101651611.

### High-Dose-Dependent Gene Promoters Display Lower CpG Content than the Low-Dose-Responsive Subset

We next looked for a feature capable of distinguishing the promoters of Notch dose-responsive subgroups, focusing on CpG content. LCG promoters are known to be enriched among lineage-associated genes (Barrera et al., 2008; Saxonov et al., 2006). Their lack of promoter histone methylation under non-differentiation conditions (Mikkelsen et al., 2007) as well as their high nucleosome occupancy (Teif et al., 2012) suggest that LCG promoters may keep high-dose-dependent Notch targets in a default inactive state. Therefore, we calculated the observed/expected CpG ratio among the promoters of Notch dose-responsive subgroups and found that the mean of observed/expected CpG ratio of high-dose-dependent promoters (0.427) was statistically lower (Mann-Whitney p value = 8.071 × 10^−5^) than that of low-dose-responsive promoters (0.595) (Figure 4). In fact, three key high-dose-dependent targets essential for progression through T cell commitment display particularly low CpG content: *Il2ra* (0.14), *Cd3ε* (0.375), and *Rag1* (0.215) (Table S2). These observations suggest that LCG promoters enable Notch targets to act as gatekeepers of T cell development by requiring high levels of Notch signaling for gene activation, levels of signaling limited to the Notch ligand enriched thymus.

**Figure 4:**
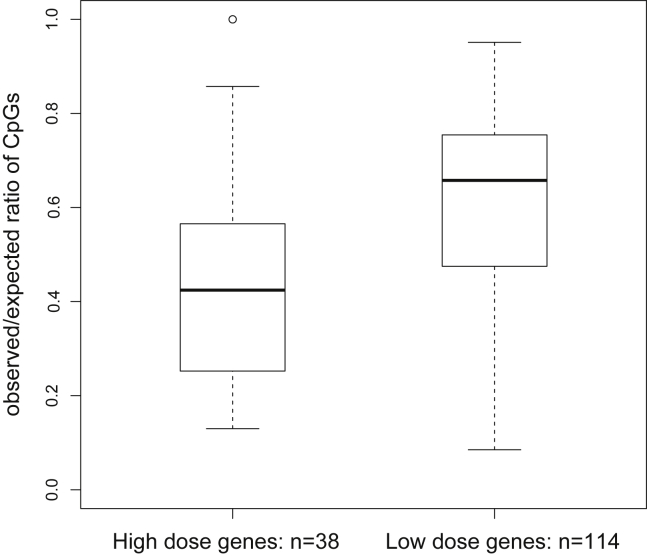
High-Dose-Dependent Genes Display Lower Promoter CpG Content than the Low-Dose-Responsive Subset Box plot showing the observed/expected ratio of CpG content among high-dose-dependent and low-dose-responsive subsets. See also Table S2.

## Discussion

Our study provides the first assessment of Notch dose-dependent changes in the DNA accessibility of target genes during T lineage development, identifying LCG promoters as a key regulator of Notch signaling threshold. Our findings suggest that promoter DNA inaccessibility at genes essential for T lineage commitment provides robust protection against stochastic activation in inappropriate Notch signaling contexts (Perdigoto et al., 2011), limiting T cell development to the thymus. Determining whether this paradigm regulates cell-fate outcome in other developmental contexts is of fundamental importance to understanding how Notch determines cell lineage.

Notch signaling is unique in that each ligand-activated receptor produces one Notch ICD capable of inducing transcription (Andersson et al., 2011). Without the means to amplify the transcriptional effector, the end result on gene expression is logically quantitative, a suggestion that has been validated both *in vitro* and *in vivo* (Dallas et al., 2005; Delaney et al., 2005; Gama-Norton et al., 2015). Recent *in vivo* studies have shown that cells respond to the amount of Notch ICD present by altering the burst duration of the transcriptional response (Falo-Sanjuan et al., 2019; Lee et al., 2019). *In vivo*, ligand identity has been shown to regulate Notch activation dynamics, whereby DLL1 induces pulses of NICD while DLL4 allows for more sustained NICD levels, signaling dynamics that impact target gene activation and, ultimately, cell-fate outcome (Nandagopal et al., 2018). As thymic DLL4 expression is required for NOTCH1-dependent T cell development (Hozumi et al., 2008), this suggests that *ex vivo* exposure of cells to high density of immobilized ligand mimics the sustained NICD levels generated following DLL4-mediated Notch activation.

While Notch is essential to elicit a change in DNA accessibility at the promoters of the aforementioned key T cell commitment genes, we cannot conclusively say that all of the high-dose-dependent genes identified are direct Notch targets. We recognize that the acquisition of DNA accessibility and gene expression at some high-Notch dose-dependent genes could be due to indirect effects of high Notch dosage, such that a handful of high-dose genes activate other genes classified as high dose dependent but are not necessarily bound by Notch. In fact, genes with LCG promoters have been shown to rely more heavily on transcription factors to activate their expression (Valen and Sandelin, 2011) and transcriptional coactivator usage has been shown to be a key regulator of Notch target gene selection throughout evolution (Bernard et al., 2010; Liu et al., 2010; Neves et al., 2007). Relevant to T cell development are well-documented cooperative interactions among transcription factors, including NOTCH, TCF1, and GATA3 (for a review see Yui and Rothenberg, 2014). Future perturbation studies will be required to determine the transcription factor network necessary to promote lineage-specific regulatory DNA accessibility in the context of quantitative differences in Notch signal strength.

## Experimental procedures

### Mice

C57BL/6J (Ly5.2) mice (Jackson Laboratory) were maintained and bred at the Fred Hutchinson Cancer Research Center. Mice bearing floxed *Notch1* were obtained from F. Radtke (EPFL, Switzerland) and maintained, bred, and deletion induced/verified using the methods described in Varnum-Finney et al. (2011).

### Cell Isolation and Culture

Using a FACSAria II cell sorter (BD), LSK cells were separated based on their high expression of SCA-1 and c-KIT from lineage-depleted bone marrow, as described in Dallas et al. (2005). Independent LSK isolates were cultured on immobilized Delta1 (Varnum-Finney et al., 2000), as previously described (Varnum-Finney et al., 2003). In brief, non-tissue culture-treated flasks (Nunc) were incubated overnight at 4°C with Delta1^ext-IgG^ (0.75 or 5 μg/mL) or human IgG_1_ (5 μg/mL, Sigma I4506) diluted in PBS, together with 5 μg/mL Retronectin (Takara). Flasks were washed extensively with PBS. Isolated LSK cells were added to prepared flasks in Iscove’s modified Dulbecco’s medium supplemented with 20% fetal bovine serum and 4GF (100 ng/mL murine SCF, human FLT-3 ligand, and human IL-6; 10 ng/mL human IL-11). Each Delta1^ext-IgG^ culture was independently treated with IL-7 (100 ng/mL) at day 14 to drive cells further into T cell development. From each biological LSK replicate, DN1 (KIT^++^CD44^+^CD25^−^) cells were isolated from 4GF conditions, whereas DN2a (KIT^++^CD44^+^CD25^+^) and DN2b (KIT^+^CD44^lo^CD25^+^) subpopulations were isolated from 4GF + IL-7 conditions using anti-mouse monoclonal antibodies CD25-APC-Cy7 (clone PC61, BD catalog no. 557658), CD44-APC (clone IM7, BD catalog no. 559250), and c-KIT-PE-Cy5 (clone 2B8, eBioscience catalog no. 15-1171-82).

### Dead Cell Removal from Cultured LSK Cells

Cells were incubated with microbeads (100 μL/10^7^ cells; dead cell removal kit, Miltenyi) for 15 min at room temperature. Volume was increased with 1× binding buffer (supplied) to ensure 10^8^ cells or less per milliliter. Cells were then run through the Possel/Qrinse program on a Macs mini sampler (Miltenyi). Samples with >95% viability moved forward to nuclear isolation and DNase I treatment.

### Nuclear Isolation and DNase I Treatment

This protocol was adapted from John et al. (2013). Viable cells (5 × 10^6^) were spun at 1,400 rpm for 5 min at 4°C in a tabletop centrifuge and washed with 5 mL of cold PBS. Cells were resuspended in Lysis Buffer (10 mM Tris [pH 7.4], 10 mM NaCl, 3 mM MgCl_2_, 150 μM spermine, and 500 μM spermidine, made in a 50-mL aliquot with one cOmplete EDTA-free protease inhibitor pellet [Roche]). An equal volume of 2× IGEPAL stock (0.2% IGEPAL diluted in Lysis Buffer) was added, mixed by inversion 10 times and incubated on ice for precisely 4 min. Nuclei were pelleted (5 min, 4°C, 1,750 rpm) and washed with 2 mL of Buffer A (100 mM NaCl, 50 mM Tris [pH 8.15], 3 mM MgCl_2_, 150 μM spermine, and 500 μM spermidine) with 0.35 M sucrose. Nuclei were resuspended in 500 μL of Buffer A without sucrose + 1 mM CaCl_2_, transferred to a LoBind Eppendorf tube with pre-aliquoted diluted DNase I (Sigma D4527-200KU), and incubated at 37°C for precisely 3 min. The reaction was terminated with 500 μL of stop buffer (100 mM NaCl, 50 mM Tris [pH 8.15], 0.1% SDS, and 100 mM EDTA [pH 8]) followed by the addition of 10 μL of Proteinase K (Sigma). Percent nuclear recovery was typically around 80%. A portion of the deproteinized, DNase I-treated and mock-treated samples were run on a 1% agarose gel, stained with SYBR Safe DNA gel stain (Life Technologies), and scanned with a Typhoon imager. The patterns observed were used to pick the appropriately digested samples for sequencing (John et al., 2013).

### DNase-seq and Data Analysis

Following DNase I digestion, purification of small double-hit fragments and sequencing library preparation was performed as in John et al. (2013). Paired-end sequencing was performed using the HiSeq 2000/2500 platforms (Illumina). DNase-seq datasets used in this study are available via the GEO (series accession GEO: GSE142739). Raw sequencing reads were trimmed to remove adapter sequences and aligned to the mouse genome (mm10, https://www.encodeproject.org/files/ENCFF340HIY/) using bwa (version 0.7.12) with the following parameters: “-Y -l 32 -n 0.04” and “-n 10 -a 750” for alignment and mate-pairing (aln and sampe, respectively). DHS peaks (i.e., hotspots) were determined using hotspot2 as outlined in https://www.encodeproject.org/pipelines/ENCPL202DNS/, and in total ∼170,000 DHS regions were identified. A master list of peak regions was defined using the consensus DHS selection technique outlined in Thurman et al. (2012).

### Differential DNA Accessibility Analysis

DNase-seq data were collected from LSK cells and individual DN subpopulations (DN1, DN2a, DN2b) as well as LSK cells cultured in the absence of Notch (negative control: IgG), whereby each stage has 2–3 replicates derived from independent LSK isolates and, where needed, T cell inductions. Importantly, cells from each DN stage were harvested sequentially following T cell induction of biologically distinct LSK isolates. To find DNA-accessible regions genome wide, we used hotspot2 to call peaks at each developmental stage (https://www.encodeproject.org/pipelines/ENCPL202DNS/), and identified ∼170,000 DHS regions (4 kb) in total. To identify Notch dose-dependent changes in DNA accessibility, we used the non-parametric method ChIPtest ((Wu et al., 2015): https://cran.r-project.org/web/packages/ChIPtest/index.html) to conduct pairwise comparisons on the same 4-kb DHS peak region between any of two stages (e.g., LSK versus DN1, DN1 versus DN2b) and assign a differential accessibility score. Two non-parametric scores determined DHS significance. TS kn is defined by using kernel smoothing curves to identify the regions with differential DNA accessibility profiles (Wu et al., 2015). Ts Dnun, which is an extension of TS kn, is a more robust score that employs non-parametric statistics without smoothing, allowing for possible heteroscedasticity in error variance (unequal variance across samples). Significant differential DNA accessibility may present as a peak in one stage and no peak in the other stage (peak/no peak), as well as peak height differences or peak location shifts. To determine overlap of the center of each DHS peak with promoters, we utilized promoter annotation from Gencode vM12, focusing on protein-coding genes. We similarly assessed the fraction overlapping with enhancers using the catalog of candidate cCREs derived from the ENCODE Project Consortium (2020).

### RNA Isolation

Total RNA was extracted (Qiagen) from individual DN subpopulations (DN1, DN2a, DN2b) as well as LSK cells cultured in the absence of Notch (negative control: IgG), where each stage has 2–4 replicates derived from independent LSK isolates and, where needed, T cell inductions. RNA was quantified by Nanodrop and assessed for quality using either the Agilent Bioanalyzer or Tapestation. Samples with RNA integrity number values of >8 were submitted for library preparation and sequencing on a Hi-Seq2000 machine.

### Analysis of RNA-seq Data

RNA-seq datasets used in this study are available via the series accession GEO: GSE142739. Reads that failed to pass Illumina's base call quality threshold were removed. The first 36 bases from the first read end of each sample were aligned to mm10 using TopHat v2.12 (Kim et al., 2013). Bam files were sorted and indexed using samtools v0.1.19 (Li and Durbin, 2009). Counts for each gene were generated with htseq-count v0.6.1p1 using the “intersection-strict” overlapping mode (Anders et al., 2015). Genes with less than 1 count/million in at least two samples (equal to the number of samples in the smallest group) were removed. Starting number of genes with non-zero count sums across all samples = 21,271; genes post filter = 12,480.

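Each library lists 24062 genes, of which 18854 had a non-zero count in at least 1 of the 10 libraries. The filter of at least 1 CPM in at least 2 libraries kept 12221 genes. With the 5 summary lines of htseq-count kept in the tables, they enter the library total, and 11866 entries passed, of which 11863 were genes. The filterByExpr function of edgeR kept 13121 genes.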

### Gene Ontology Analysis

Lists of low-dose Notch-responsive and high-dose Notch-dependent genes were subjected to GO enrichment analysis using GOrilla (Eden et al., 2007, 2009). The background list included all genes displaying a Notch-dependent promoter DHS (see Table S2). Biological process was the ontology term assessed.

### CpG Content Analysis

FASTA files were created based on the combined low-dose-responsive or high-dose-dependent promoter coordinates. We calculated the observed/expected ratio of CpG using the following values: observed CpG is the number of occurrences of CpG within the 2-kb promoter sequence; expected CpG is calculated as (number of C × number of G)/length of sequence (Gardiner-Garden and Frommer, 1987).

### Statistics

For DNase-seq data analysis, DHS peaks (i.e., hotspots) were determined using hotspot2 by an FDR cutoff of 0.05, as outlined in https://www.encodeproject.org/pipelines/ENCPL202DNS/. Promoter-associated DHSs were screened for Notch responsiveness using ChIPtest (Wu, 2013; Wu et al., 2015). ChIPtest models the spatial profiles of read counts in each DHS region and uses a non-parametric test to develop a differential accessibility score. To control for multiple testing issues, we considered Bonferroni adjustment on the effective number of tests by combining p values from the overlapping regions (Lun and Smyth, 2016; Wu et al., 2015), and the threshold of DNA accessibility score is based on an adjusted p value of <0.05. For RNA-seq analysis, read counts for each DN stage or “no Notch” control samples were used in pairwise comparisons to calculate log_2_FC values. Statistical significance in certain pairwise comparisons was defined as log_2_FC ≥ 2. 

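When an adjusted p under 0.05 was required in addition to a log2FC of at least 2 (edgeR's quasi-likelihood test), 650 genes were left in DN1 over the no Notch control, 843 in DN2b over the control, 108 in DN2b over DN1 and 75 in DN2b over both. In counts simulated from these libraries, 12021 genes were left unchanged. Of these, 67, 64 and 177 had a log2FC of at least 2 in the same comparisons from the simulated spread between libraries alone, and 18 had it in DN2b over both. Among 200 simulated genes changed by a log2FC of 2, the test recovered 24.0% in DN2b over DN1, with 2 libraries each, and 49.5% in DN2b over the control. In the data, 5190 genes passed in DN2b over the control. Recovery under this adjustment depends on how many genes change, so it may differ there.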

For GO analysis, only GO terms with a p value of less than 10^−3^ corrected for multiple hypotheses are reported. For CpG content analysis, statistical significance in the observed/expected CpG ratio among the promoters of Notch dose-responsive subgroups was determined using a Mann-Whitney test.

### Study Approval

The murine studies presented herein were approved by the Institutional Animal Care and Use Committee at Fred Hutchinson Cancer Research Center, Seattle, WA.

### Data and Code Availability

DNase-seq and RNA-seq datasets used in this study are available via series accession GEO: GSE142739.

## Author contributions

S.F. and I.D.B. designed the experiments. S.F. and B.V.-F. performed the experiments. Q.W., R.S., W.M., J.A.S., S.F., and I.D.B. analyzed the data. S.F. and I.D.B. wrote the manuscript. All authors reviewed and approved the manuscript for publication.

## Conflicts of interest

The authors declare no competing interests.

# Supplementary material for: Inaccessible LCG Promoters Act as Safeguards to Restrict T Cell Development to Appropriate Notch Signaling Environments
**Source:** Stem Cell Reports. 2021 Mar 25;16(4):717–26. doi: 10.1016/j.stemcr.2021.02.017
**Supplement:** Document S1. Figures S1–S3

**Stem Cell Reports, Volume 16**

## **Supplemental Information**

### **Inaccessible LCG Promoters Act as Safeguards to Restrict T Cell Development to Appropriate Notch Signaling Environments**

**Suzanne Furuyama, Qian “Vicky” Wu, Barbara Varnum-Finney, Richard Sandstrom, Wouter Meuleman, John A. Stamatoyannopoulos, and Irwin D. Bernstein**

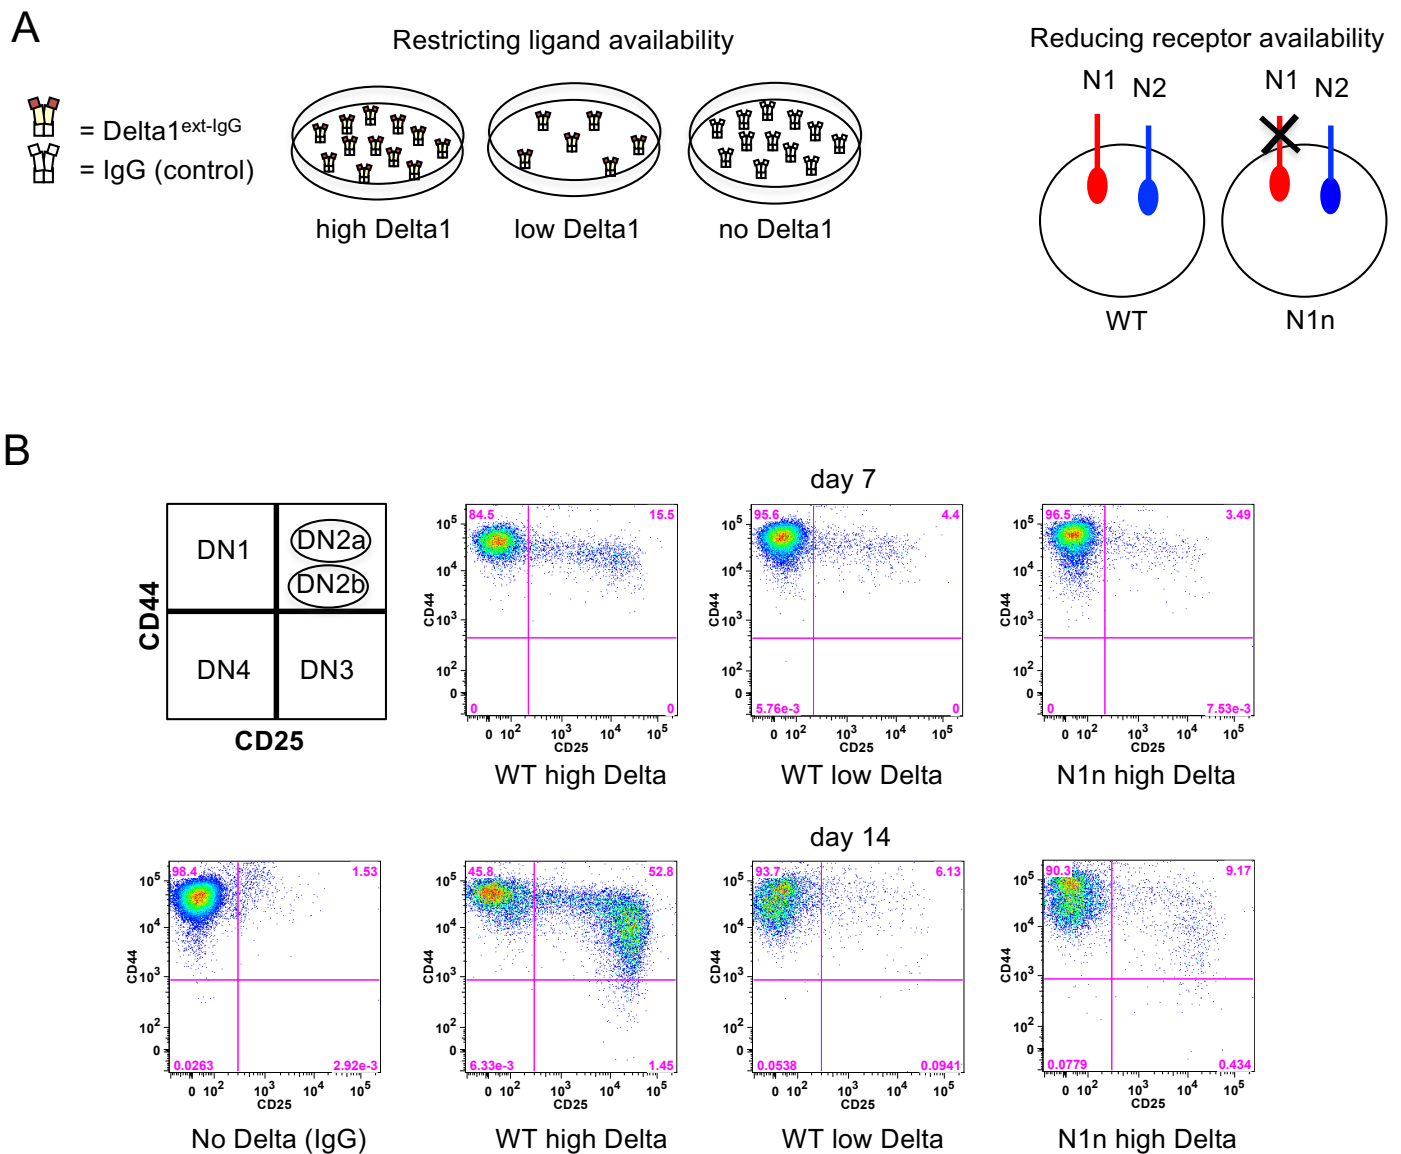

**Figure S1: Use of an immobilized Notch ligand culture system to control the level of Notch activation, and ultimately cell fate outcome, Related to Figure 1. A.** Schematic representation of the ex vivo culture system used. To vary the amount of ligand presented during ex vivo culture, flasks are coated with low (0.75µg/ml) or high (5µg/ml) concentration of Delta1<sup>ext</sup>-IgG. To reduce the amount of available Notch receptor, we utilized a mouse strain bearing a Cre-mediated conditional *Notch1* deletion (Radtke et al., 1999). **B.** Representative dot plots showing the percent of CD25<sup>+</sup>CD44<sup>+</sup> Double Negative 2 (DN2) precursors generated following 7 and 14 days of LSK culture on different doses of Delta1<sup>ext</sup>-IgG or no Delta (IgG) control. Numbers within dot plots denote the percentage of the population within the respective quadrants.

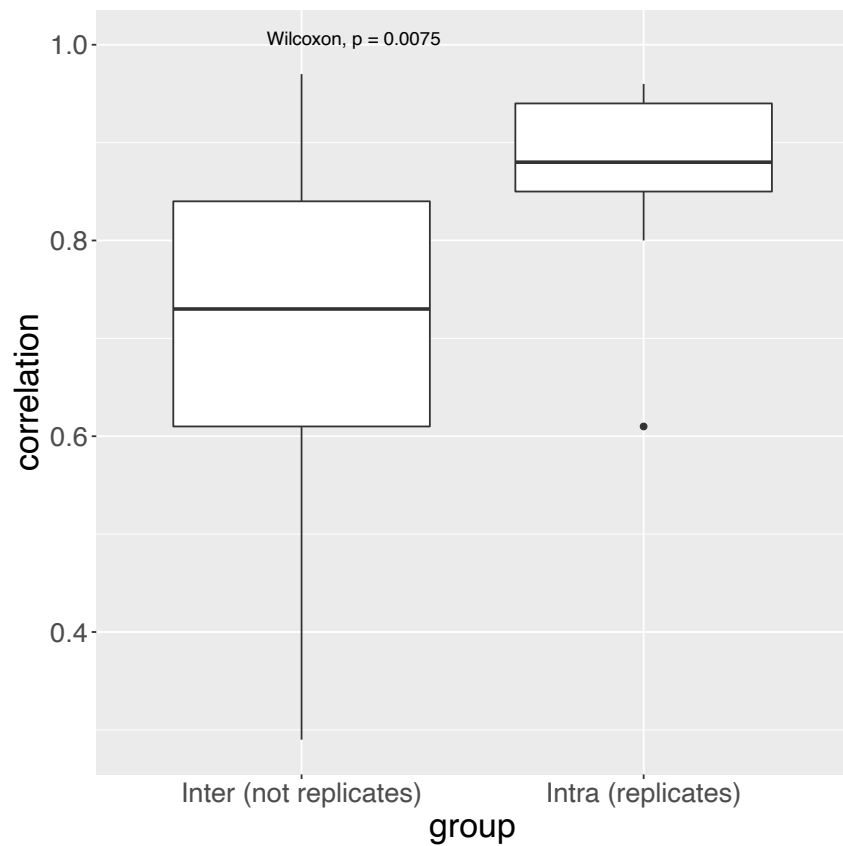

**Figure S2: Assessment of DNase-seq replicate concordance, Related to Figures 1 & 2.** Boxplot describing the correlation between datasets from the same developmental stage (Intra) as well as among different developmental stages (Inter). The median correlation coefficient,  $R$ , among intra-stage replicates is 0.88, while that of inter-stage non-replicates is 0.73. The non-parametric Wilcoxon rank test was used to assess statistical significance among groups,  $p = 0.0075$ .

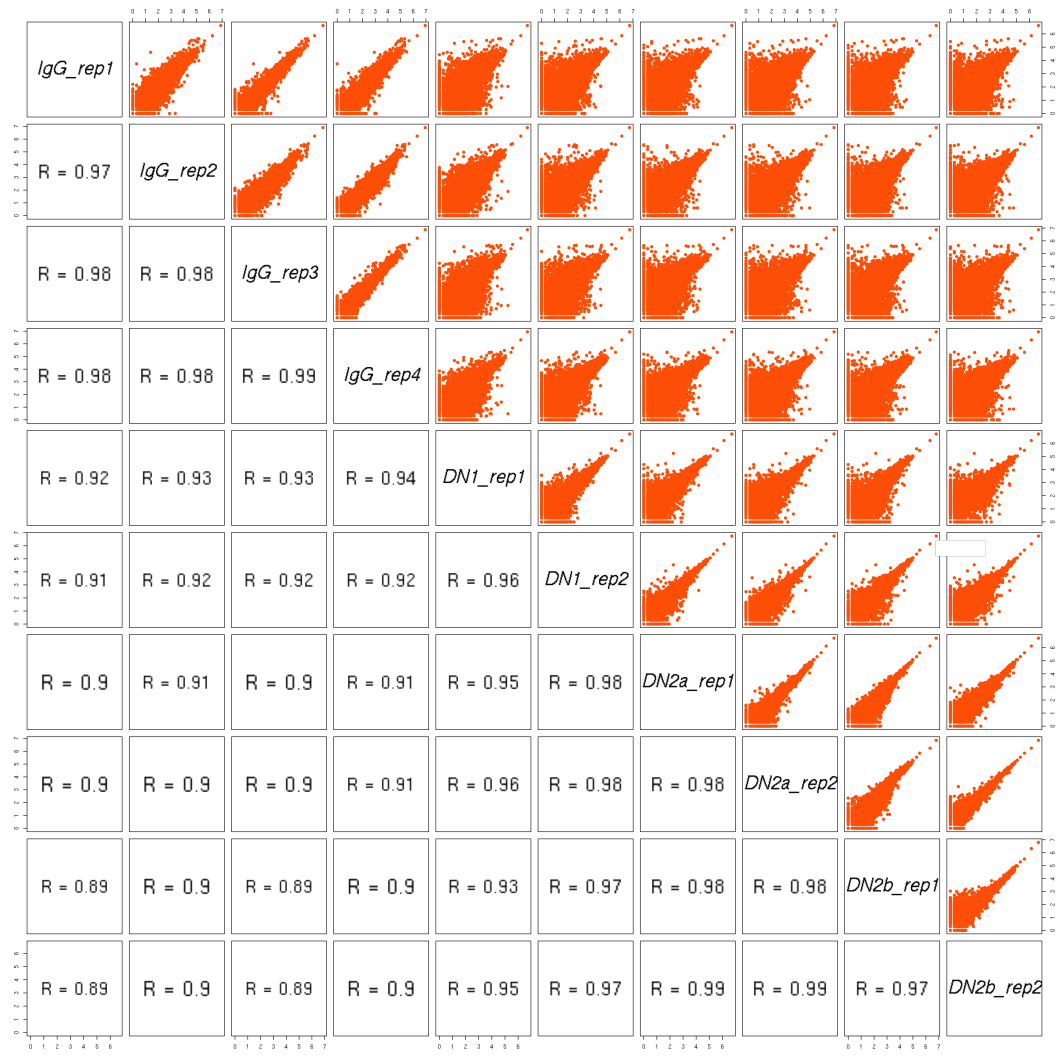

**Figure S3: Assessment of RNA-seq replicate concordance, Related to Figure 2.** Scatterplots showing the correlation between each dataset, both the same (biological replicates) and different (non-biological replicates) developmental stages. The X and Y-axes represent  $\log_{10}(\text{gene expression count} + 1)$ . The correlation coefficient,  $R$ , is also noted.

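Over the genes with a non-zero count, the DN1 libraries correlated at Pearson r = 0.951, the DN2a libraries at 0.9801 and the DN2b libraries at 0.961 on this log10(count + 1) scale. The 6 pairs of no Notch libraries had a median r of 0.969, from 0.9602 to 0.986. Pairs of DN libraries from different stages (12 pairs) had a median of 0.965, from 0.911 to 0.983. Pairs of a DN and a no Notch library (24 pairs) had a median of 0.870, from 0.849 to 0.916. The values are correlations across genes, which are not independent replicates. The DN1 pair and the DN2b pair were both less alike than the median pair from different DN stages. On genes past the filter this held for the DN1 pair (0.894) and not for the DN2b pair (0.931, against a median of 0.930). Restricting to genes past the filter of 1 CPM moved the DN against no Notch median most, to 0.659.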

## Supplemental Table Legends:

### Table S1: DNase-seq & RNA-seq Dosage Screen Results, Related to Figure 2.

Sheet 1: **Master Table**. Includes all DNase-seq and RNA-seq results used to identify high dose Notch dependent and low dose Notch responsive promoters.

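The RNA-seq columns of the master table give 1 log2FC per gene for each of 3 comparisons (DN1 over the no Notch control, DN2b over the control and DN2b over DN1), and the DNase-seq columns give the ChIPtest scores of the region overlapping the promoter. For *Angpt1*, a low-dose gene, the log2FC in DN1 over the control was 5.78 here (standard error 0.72), and the paper's reported value is 6.050. For *4931428F04Rik* it was 2.30 (standard error 0.36), and the paper's reported value is 2.462. For *2810408A11Rik* it was 2.48 (standard error 0.74), and the paper's reported value is 2.696.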

Sheets 2-4: '**Unique**' sheets represent a simplified list of unique gene promoters and their coordinates that overlap with a DHS in each dosage class (high dose, low dose part1, low dose part2).

### Table S2: Gene Ontology and CpG analysis, Related to Figures 2 & 4.

Sheet 1: Reference gene list for Gene Ontology Analysis (GORilla).

Sheet 2: GORilla output for combined low dose Notch responsive genes.

Sheet 3: GORilla output for high dose Notch dependent genes.

Sheet 4: Observed/expected CpG ratio among the promoters of Notch dose responsive subgroups

# Supplementary material for: Inaccessible LCG Promoters Act as Safeguards to Restrict T Cell Development to Appropriate Notch Signaling Environments
**Source:** Stem Cell Reports. 2021 Mar 25;16(4):717–26. doi: 10.1016/j.stemcr.2021.02.017
**Supplement:** Document S2. Article plus Supplemental information

## Inaccessible LCG Promoters Act as Safeguards to Restrict T Cell Development to Appropriate Notch Signaling Environments

Suzanne Furuyama,<sup>1</sup> Qian “Vicky” Wu,<sup>1</sup> Barbara Varnum-Finney,<sup>1</sup> Richard Sandstrom,<sup>3,4</sup> Wouter Meuleman,<sup>3</sup> John A. Stamatoyannopoulos,<sup>3,4,5</sup> and Irwin D. Bernstein<sup>1,2,\*</sup>

<https://doi.org/10.1016/j.stemcr.2021.02.017>

### SUMMARY

T cell development is restricted to the thymus and is dependent on high levels of Notch signaling induced within the thymic microenvironment. To understand Notch function in thymic restriction, we investigated the basis for target gene selectivity in response to quantitative differences in Notch signal strength, focusing on the chromatin architecture of genes essential for T cell differentiation. We find that high Notch signal strength is required to activate promoters of known targets essential for T cell commitment, including *Il2ra*, *Cd3e*, and *Rag1*, which feature low CpG content (LCG) and DNA inaccessibility in hematopoietic stem progenitor cells. Our findings suggest that promoter DNA inaccessibility at LCG T lineage genes provides robust protection against stochastic activation in inappropriate Notch signaling contexts, limiting T cell development to the thymus.

### INTRODUCTION

In numerous developing systems, Notch modulates the decisions that determine the fate of stem cells and their progeny (Artavanis-Tsakonas et al., 1999; Lai, 2004). Notch is a transmembrane receptor that is activated by binding of ligand to its extracellular domain. Upon ligand binding, the Notch receptor is proteolytically cleaved, releasing its intracellular domain (ICD). The Notch ICD translocates to the nucleus and functions as a transcriptional activator, directed to target genes by association with the RBPJ<sub>κ</sub> DNA-binding protein (for a review see Kopan and Ilagan, 2009). In mammals, there are four Notch receptors (NOTCH1 to NOTCH4) and five canonical Notch ligands (DLL1, DLL3, DLL4 and JAG1, JAG2).

With respect to the T lineage, T cell differentiation is limited to the Notch ligand-rich thymic microenvironment (Zuniga-Pflucker, 2004), where *Notch1* has been shown to be essential for T cell development (Radtke et al., 1999). *In vivo* swapping of the ICDs of *Notch1* and *Notch2* paralogs has shown that either ICD is capable of promoting T cell development (Liu et al., 2015), suggesting that thymic restriction is dependent on the high Notch signal strength resulting from activation of the elevated levels of NOTCH1 found in the thymus. This suggestion is supported by studies showing that *ex vivo* cultivation of enriched hematopoietic stem progenitor cells (HSPCs) with immobilized Notch ligands (Varnum-Finney et al., 2000) promotes T cell differentiation only at high density (Dallas et al., 2005; Delaney et al., 2005), and partial reduction of *Notch1* expression *in vivo*

impairs alpha-beta T cell development (Washburn et al., 1997). While the basis by which quantitative differences in Notch signaling are interpreted at target genes has not been elucidated, the selective use of NOTCH1 to induce an activation signal sufficient to promote the development of T cells suggests that Notch-responsive gene promoters are not equivalent in their transcriptional competence.

The notion of differential transcriptional competence has been established by the finding that the majority of gene promoters, including housekeeping genes, display histone markings associated with an active or “poised” chromatin state, while the promoters of many lineage-associated genes lack histone modifications associated with active, suppressed, or “poised” states (Mikkelsen et al., 2007), suggesting they are in a default closed chromatin conformation. Here, we examined the relationship between DNA accessibility and the dose-dependent transcriptional response of Notch target genes essential for early T cell development. Our data suggest that high-Notch dose-dependent promoters, including *Il2ra*, *Cd3e*, and *Rag1*, feature LCG promoters and DNA inaccessibility in the ground HSPC state, acquiring promoter DNA accessibility only upon exposure to high levels of Notch signaling. These data implicate chromatin conformation and promoter CpG content as critical features in assuring appropriate Notch-mediated cell-fate outcome. These findings further suggest that the closed chromatin conformation of LCG genes may have evolved to act as signal safeguard, preventing stochastic lineage commitment in inappropriate signaling contexts.

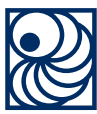

## RESULTS

### *Ex Vivo* System to Study Notch Dose-Dependent Promotion of Early T Cell Precursors

Notch signaling contributes to the early phases of T cell development, the first being the generation of CD4<sup>+</sup>, CD8<sup>+</sup> double-negative 1 (DN1) (KIT<sup>+</sup>CD44<sup>+</sup>CD25<sup>+</sup>) cells (Chen et al., 2019). These cells progress through the DN2a (KIT<sup>+</sup>CD44<sup>+</sup>CD25<sup>+</sup>) stage prior to committing to the T lineage pathway with the first productive T cell receptor rearrangements, marked by the appearance of the DN2b (KIT<sup>+</sup>CD44<sup>lo</sup>CD25<sup>+</sup>) subpopulation (Yui and Rothenberg, 2014). DN2 cells are essentially absent upon conditional deletion of *Notch1* *in vivo* (Radtke et al., 1999), a condition preventing maximal activation of Notch signaling. *Ex vivo*, the developmental progression through the DN2 stages of early T cell development can be recapitulated by culturing freshly isolated murine HSPCs (Lin<sup>+</sup>SCA1<sup>+</sup>KIT<sup>+</sup> [LSK] cells) on a high density of immobilized Notch ligand (Dallas et al., 2005; Varnum-Finney et al., 2011) (Figure S1). Using this approach, we sought to identify Notch dose-dependent changes in DNA accessibility that accompany an HSPC as it progresses through the DN stages of T cell development.

### Use of Differential DNA Accessibility to Identify Notch Dose-Responsive Promoters in Early T Cell Development

Treatment of chromatin with the DNA endonuclease DNase I has been used to map accessible or “open” regulatory regions, referred to as DNase I hypersensitive sites (DHSs) (Stalder et al., 1980; Wu et al., 1979a, 1979b). We applied DNase I digestion followed by deep sequencing (DNase-seq) to identify genome-wide accessible regions (John et al., 2013) in the nuclei of biologically distinct LSK cells freshly isolated from murine marrow as well as stage-specific DN cells isolated from *ex vivo* LSK culture on high-density immobilized Notch ligand or no ligand control (no Notch) following T cell induction (Gene Expression Omnibus series accession GEO: GSE142739).

Using an unbiased approach (hotspot2), we identified 170,269 DHS regions genome wide, across all stages of T cell development (Figures 1A and S2). Of these, more than 126,000 (~74.4%) have been previously observed in a genome-wide atlas of mouse DHSs (Vierstra et al., 2014). Of the ~170,000+ DHSs, the midpoint of 27,000+ (~16%) was found to directly overlap with the promoters (±1 kb from transcription start site) of protein-coding genes. While there is currently no gold-standard database of mouse enhancers, we also assessed the fraction overlapping with enhancers using the catalog of candidate *cis*-regulatory elements (cCREs) derived from the ENCODE Project Consortium (2020). In total, ~46% of our ~170,000

identified DHSs overlap with promoters or proximal/distal enhancer elements.

As shown in Figure 1B, approximately 26,000 DHSs were shared across all stages of development. Of the remainder, a large proportion (34,000+) was shared with a previous developmental stage, while smaller subsets were acquired *de novo*, in a stage-specific manner. These three accessibility classes are consistent with those observed during the differentiation of embryonic stem cells along the cardiac lineage (Stergachis et al., 2013).

Promoter-associated DHSs were screened for Notch responsiveness by assessing differential promoter accessibility between biological replicates at each developmental stage (e.g., LSK versus DN1, DN1 versus DN2b, and so forth) and cells grown in the absence of Notch ligand using the non-parametric method ChIPtest (Wu, 2013; Wu et al., 2015). Rather than modeling total read counts in a given window such as DESeq (Anders and Huber, 2010) or calling peaks such as MACS (Zhang et al., 2008), ChIPtest models the spatial profiles of read counts in each DHS region and uses a non-parametric test to develop a differential accessibility score. Bonferroni adjustment was applied to correct for multiple testing, and the DNA accessibility threshold is based on an adjusted p value of <0.05.

Notch-responsive promoters were further subdivided into dose-response subgroups by applying differential accessibility criteria (Figure 1C) developed from observed correlations between Notch dosage and developmental state (Figure S1B). As low-dose Notch signaling fails to allow cells to progress beyond the DN1 stage of development, we reasoned that low-dose Notch-responsive promoters would fall into two categories: (1) those whose promoter accessibility is acquired *de novo* following the transition of LSK cells to DN1 cells (low-dose-responsive I) or (2) those whose promoter is accessible in LSK cells but whose extent of accessibility is increased in DN1 cells (low-dose-responsive II). Conversely, since high-dose Notch signaling is required for progression to the DN2 stage, we reasoned that high-dose-dependent promoters would be inaccessible in LSK/DN1 cells and acquire DNA accessibility *de novo* in DN2 cells, specifically DN2b cells.

To confirm whether the observed DNA accessibility patterns are relevant to lineage determination, we correlated the developmental timing of Notch dose-dependent changes in promoter DNA accessibility with the onset of gene expression. To do so, we assessed genome-wide changes in mRNA expression of stage-specific DN cells isolated from *ex vivo* cultured LSK cells using RNA sequencing (RNA-seq) (Figure S3). Read counts for each DN stage or “no Notch” control samples (series accession GEO: GSE142739) were used in pairwise comparisons to calculate log<sub>2</sub> fold-change (log<sub>2</sub>FC) values. As described in Figure 1C, low-dose genes displaying log<sub>2</sub>FC ≥ 2 between DN1 and control or high-dose genes

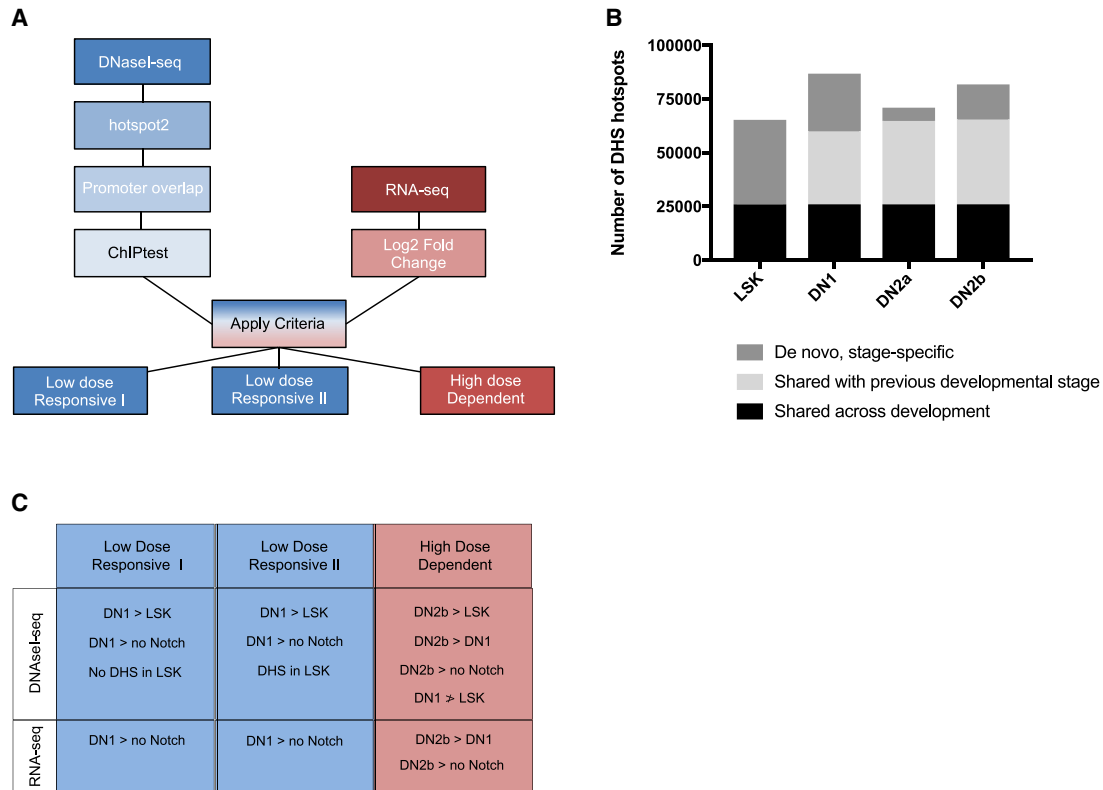

**Figure 1. Unbiased Genome-Wide Approach to Identify Notch Dose-Dependent Changes in Promoter DNA Accessibility and Gene Expression Accompanying Early T Cell Development**

(A) Flow chart illustrating the steps of our *de novo* discovery approach used to identify Notch dose-responsive genes. (B) Graph representing the number of DHSs identified in LSK, DN1, DN2a, and DN2b stages of development. At each developmental stage, DHSs are further classified based on whether the DHS is shared across all stages of development, shared with the previous developmental stage, or acquired *de novo*. (C) Criteria used to identify low-Notch dose-responsive and high-Notch dose-dependent promoters. See also Figures S1 and S2.

displaying  $\log_2FC \geq 2$  between DN2b and control as well as DN2b and DN1 were selected. Following the implementation of both DNA accessibility and gene expression criteria, we identified 114 unique low-dose-responsive and 38 unique high-dose-dependent promoters (Figure 2A and Table S1). Scatterplots showing the correlation between the DNA accessibility score and gene expression for genes within each criteria class are shown in Figure 2B.

We performed gene ontology (GO) enrichment analysis on our lists of low-dose-responsive and high-dose-dependent genes using GOrilla (Eden et al., 2007, 2009). No biological process GO term was significantly enriched among the low-dose-responsive subset (for full GOrilla output, see Table S2). In contrast, among the high-dose-dependent genes, T cell-associated GO terms predominate, with T cell differentiation (false discovery rate [FDR]  $q$  value =  $2.32 \times 10^{-4}$ ) being the most significant. Importantly, identified high-dose-dependent genes include Notch targets essential

for progression through T cell commitment, such as *Il2ra* (Maillard et al., 2006), a subunit of the interleukin-2 (IL-2) receptor and a marker of progression through the DN stages of T cell development; *Cd3e* (Clevers et al., 1989; De Smedt et al., 2007), a member of the T cell receptor complex; *Rag1* (McBlane et al., 1995), a gene required for T cell receptor recombination; and *Bcl11b* (Li et al., 2010), the T lineage commitment factor. Tracks showing the pattern of DNase hypersensitivity over early T cell development for known Notch target genes within the low-dose-responsive subset, including *Hes1* (Jarriault et al., 1995) and *Nrarp* (Pirrot et al., 2004) as well as the aforementioned high-dose-dependent targets, are shown in Figures 3A and 3B, respectively.

#### High-Dose-Dependent Gene Promoters Display Lower CpG Content than the Low-Dose-Responsive Subset

We next looked for a feature capable of distinguishing the promoters of Notch dose-responsive subgroups, focusing

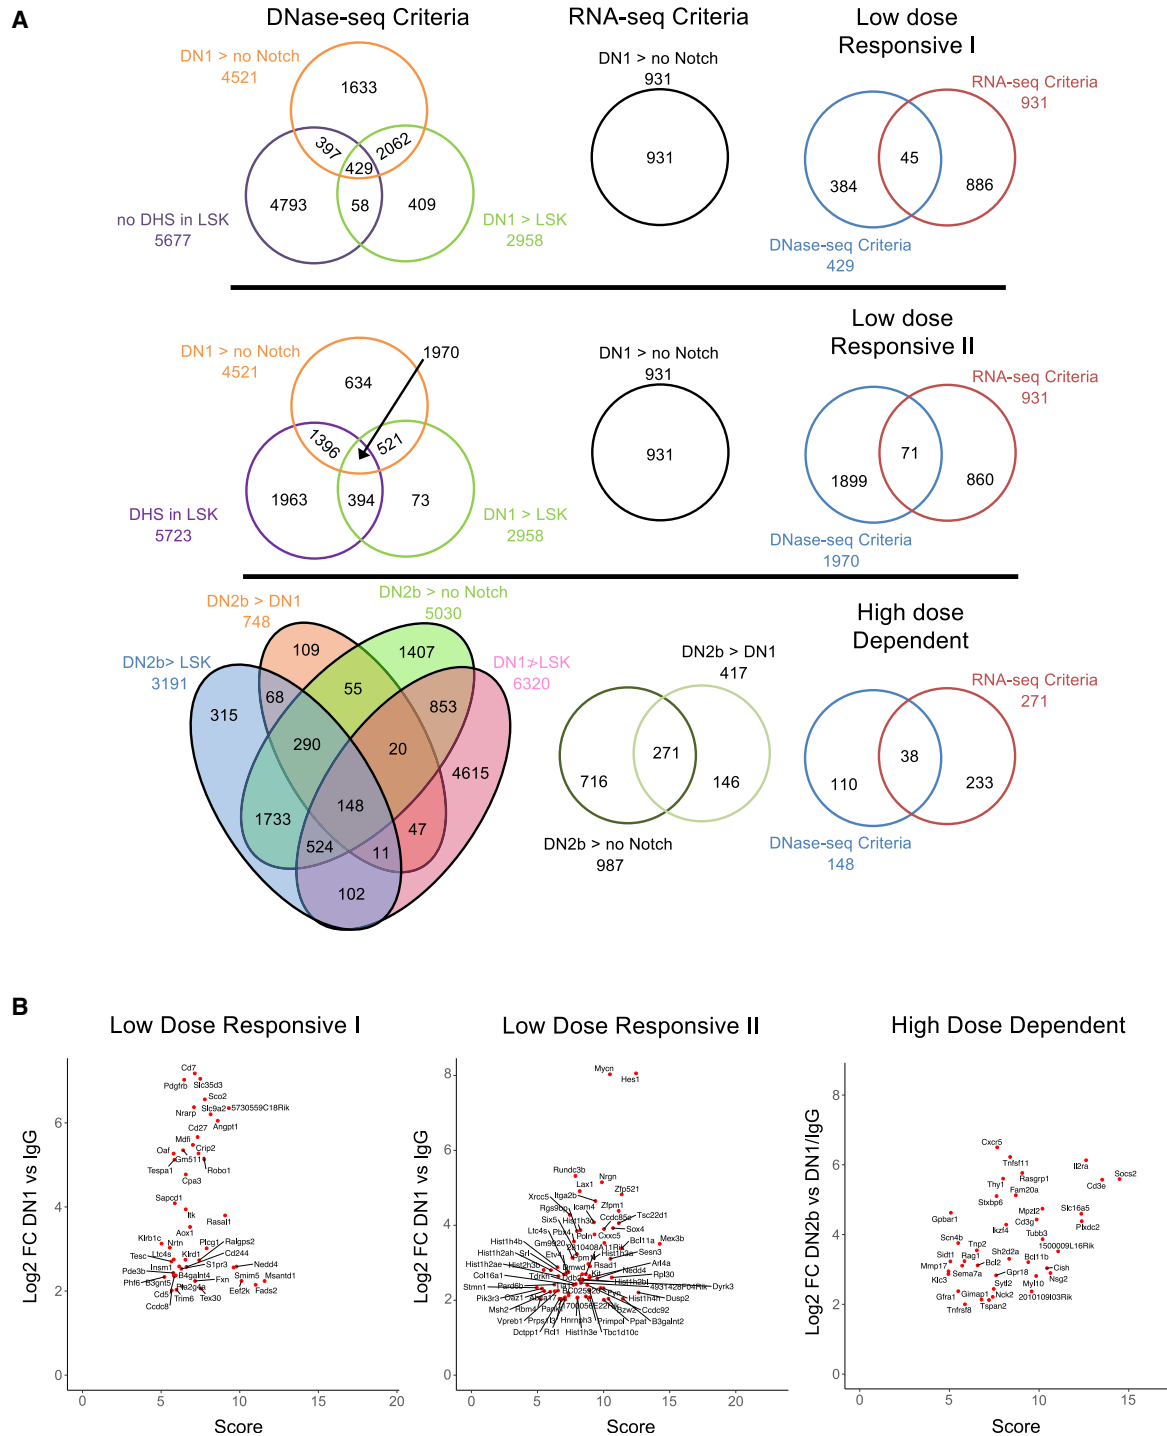

**Figure 2. Identification of Notch Dose-Responsive Gene Promoters**

(A) Venn diagrams representing the numbers and relationships between the categories of DNA-accessible regions defined as low-dose-responsive I, low-dose-responsive II, and high-dose-dependent.

(B) Scatterplots showing the correlation between DNA accessibility (x axis: score) and gene expression for genes (y axis: log<sub>2</sub>FC) under each criteria class.

See also [Figures S2](#) and [S3](#); [Tables S1](#) and [S2](#).

## Low dose responsive

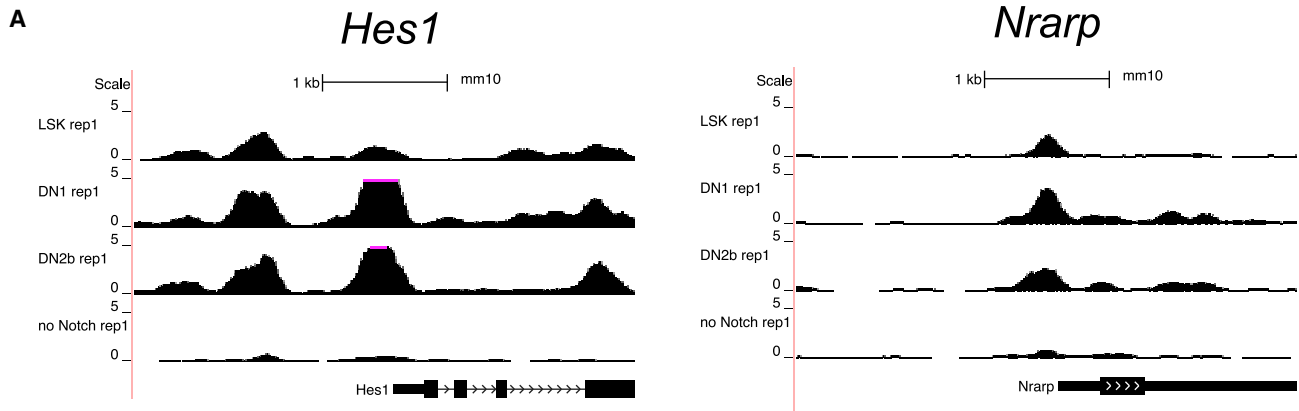

**B**

## High dose dependent

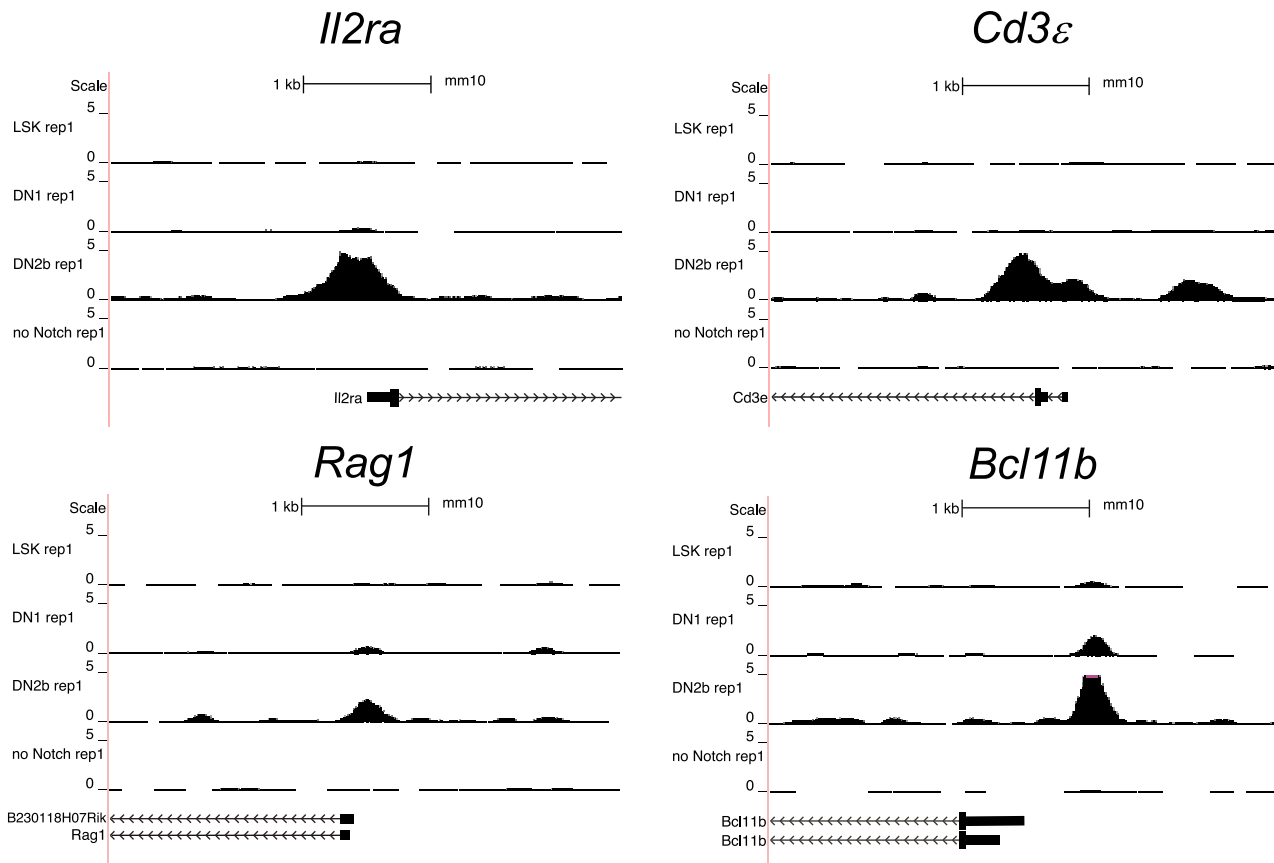

**Figure 3. DNase I Hypersensitivity at the Promoters of Key Notch Target Genes across Early T Cell Development**

LSK cells were isolated from murine marrow and cultured in the presence of high concentration of immobilized Delta1 ligand. Cells were harvested and flow sorted to isolate DN1 (KIT<sup>+</sup>CD44<sup>+</sup>CD25<sup>-</sup>) and DN2b (KIT<sup>+</sup>CD44<sup>lo</sup>CD25<sup>+</sup>) subpopulations. LSK cells were also grown in the absence of Notch signaling as a control. Nuclei were isolated from each cell population and treated with DNase I. Following DNase I digestion, small double-hit fragments were purified and sequencing libraries prepared. Paired-end sequencing was performed using the HiSeq platforms (Illumina). Normalized read density data from one replicate of each developmental stage was uploaded into the UCSC

(legend continued on next page)

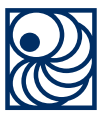

on CpG content. LCG promoters are known to be enriched among lineage-associated genes (Barrera et al., 2008; Saxnov et al., 2006). Their lack of promoter histone methylation under non-differentiation conditions (Mikkelsen et al., 2007) as well as their high nucleosome occupancy (Teif et al., 2012) suggest that LCG promoters may keep high-dose-dependent Notch targets in a default inactive state. Therefore, we calculated the observed/expected CpG ratio among the promoters of Notch dose-responsive subgroups and found that the mean of observed/expected CpG ratio of high-dose-dependent promoters (0.427) was statistically lower (Mann-Whitney  $p$  value =  $8.071 \times 10^{-5}$ ) than that of low-dose-responsive promoters (0.595) (Figure 4). In fact, three key high-dose-dependent targets essential for progression through T cell commitment display particularly low CpG content: *Il2ra* (0.14), *Cd3e* (0.375), and *Rag1* (0.215) (Table S2). These observations suggest that LCG promoters enable Notch targets to act as gatekeepers of T cell development by requiring high levels of Notch signaling for gene activation, levels of signaling limited to the Notch ligand enriched thymus.

## DISCUSSION

Our study provides the first assessment of Notch dose-dependent changes in the DNA accessibility of target genes during T lineage development, identifying LCG promoters as a key regulator of Notch signaling threshold. Our findings suggest that promoter DNA inaccessibility at genes essential for T lineage commitment provides robust protection against stochastic activation in inappropriate Notch signaling contexts (Perdigoto et al., 2011), limiting T cell development to the thymus. Determining whether this paradigm regulates cell-fate outcome in other developmental contexts is of fundamental importance to understanding how Notch determines cell lineage.

Notch signaling is unique in that each ligand-activated receptor produces one Notch ICD capable of inducing transcription (Andersson et al., 2011). Without the means to amplify the transcriptional effector, the end result on gene expression is logically quantitative, a suggestion that has been validated both *in vitro* and *in vivo* (Dallas et al., 2005; Delaney et al., 2005; Gama-Norton et al., 2015). Recent *in vivo* studies have shown that cells respond to the amount of Notch ICD present by altering the burst duration of the transcriptional response (Falo-Sanjuan et al., 2019; Lee et al.,

2019). *In vivo*, ligand identity has been shown to regulate Notch activation dynamics, whereby DLL1 induces pulses of NICD while DLL4 allows for more sustained NICD levels, signaling dynamics that impact target gene activation and, ultimately, cell-fate outcome (Nandagopal et al., 2018). As thymic DLL4 expression is required for NOTCH1-dependent T cell development (Hozumi et al., 2008), this suggests that *ex vivo* exposure of cells to high density of immobilized ligand mimics the sustained NICD levels generated following DLL4-mediated Notch activation.

While Notch is essential to elicit a change in DNA accessibility at the promoters of the aforementioned key T cell commitment genes, we cannot conclusively say that all of the high-dose-dependent genes identified are direct Notch targets. We recognize that the acquisition of DNA accessibility and gene expression at some high-Notch dose-dependent genes could be due to indirect effects of high Notch dosage, such that a handful of high-dose genes activate other genes classified as high dose dependent but are not necessarily bound by Notch. In fact, genes with LCG promoters have been shown to rely more heavily on transcription factors to activate their expression (Valen and Sandelin, 2011) and transcriptional coactivator usage has been shown to be a key regulator of Notch target gene selection throughout evolution (Bernard et al., 2010; Liu et al., 2010; Neves et al., 2007). Relevant to T cell development are well-documented cooperative interactions among transcription factors, including NOTCH, TCF1, and GATA3 (for a review see Yui and Rothenberg, 2014). Future perturbation studies will be required to determine the transcription factor network necessary to promote lineage-specific regulatory DNA accessibility in the context of quantitative differences in Notch signal strength.

## EXPERIMENTAL PROCEDURES

### Mice

C57BL/6J (Ly5.2) mice (Jackson Laboratory) were maintained and bred at the Fred Hutchinson Cancer Research Center. Mice bearing floxed *Notch1* were obtained from F. Radtke (EPFL, Switzerland) and maintained, bred, and deletion induced/verified using the methods described in Varnum-Finney et al. (2011).

### Cell Isolation and Culture

Using a FACSaria II cell sorter (BD), LSK cells were separated based on their high expression of SCA-1 and c-KIT from lineage-depleted bone marrow, as described in Dallas et al. (2005). Independent LSK isolates

genome browser. Each set of density profiles represents a 4-kb window for the labeled gene locus. The vertical axis represents tag density (in a 150-bp window) per million mapped reads. In black is a schematic of gene structure. The genomic scale of each locus has been noted using a 1kb scale bar.

(A) Mm10 coordinates for low-dose-responsive genes: *Hes1* chr16:30063271-30067271; *Nrarp* chr2:25178671-25182671.

(B) Mm10 coordinates for high-dose-dependent genes: *Il2ra* chr2:11640811-11644811; *Cd3e* chr9:45007271-45011271; *Bcl11b* chr12:108002131-108006131; *Rag1* chr2: 101647611-101651611.

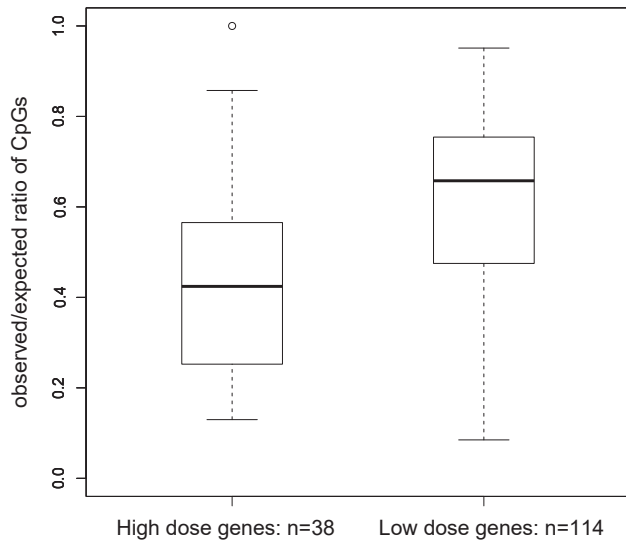

**Figure 4. High-Dose-Dependent Genes Display Lower Promoter CpG Content than the Low-Dose-Responsive Subset**

Box plot showing the observed/expected ratio of CpG content among high-dose-dependent and low-dose-responsive subsets. See also Table S2.

were cultured on immobilized Delta1 (Varnum-Finney et al., 2000), as previously described (Varnum-Finney et al., 2003). In brief, non-tissue culture-treated flasks (Nunc) were incubated overnight at 4°C with Delta1<sup>ext-IgG</sup> (0.75 or 5 µg/mL) or human IgG<sub>1</sub> (5 µg/mL, Sigma I4506) diluted in PBS, together with 5 µg/mL Retronectin (Takara). Flasks were washed extensively with PBS. Isolated LSK cells were added to prepared flasks in Iscove's modified Dulbecco's medium supplemented with 20% fetal bovine serum and 4GF (100 ng/mL murine SCF, human FLT-3 ligand, and human IL-6; 10 ng/mL human IL-11). Each Delta1<sup>ext-IgG</sup> culture was independently treated with IL-7 (100 ng/mL) at day 14 to drive cells further into T cell development. From each biological LSK replicate, DN1 (KIT<sup>+</sup>CD44<sup>+</sup>CD25<sup>-</sup>) cells were isolated from 4GF conditions, whereas DN2a (KIT<sup>+</sup>CD44<sup>+</sup>CD25<sup>+</sup>) and DN2b (KIT<sup>+</sup>CD44<sup>lo</sup>CD25<sup>+</sup>) subpopulations were isolated from 4GF + IL-7 conditions using anti-mouse monoclonal antibodies CD25-APC-Cy7 (clone PC61, BD catalog no. 557658), CD44-APC (clone IM7, BD catalog no. 559250), and c-KIT-PE-Cy5 (clone 2B8, eBioscience catalog no. 15-1171-82).

#### Dead Cell Removal from Cultured LSK Cells

Cells were incubated with microbeads (100 µL/10<sup>7</sup> cells; dead cell removal kit, Miltenyi) for 15 min at room temperature. Volume was increased with 1× binding buffer (supplied) to ensure 10<sup>8</sup> cells or less per milliliter. Cells were then run through the Possel/Qrinse program on a Macs mini sampler (Miltenyi). Samples with >95% viability moved forward to nuclear isolation and DNase I treatment.

#### Nuclear Isolation and DNase I Treatment

This protocol was adapted from John et al. (2013). Viable cells (5 × 10<sup>6</sup>) were spun at 1,400 rpm for 5 min at 4°C in a tabletop centrifuge

and washed with 5 mL of cold PBS. Cells were resuspended in Lysis Buffer (10 mM Tris [pH 7.4], 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 150 µM spermine, and 500 µM spermidine, made in a 50-mL aliquot with one cComplete EDTA-free protease inhibitor pellet [Roche]). An equal volume of 2× IGEPAL stock (0.2% IGEPAL diluted in Lysis Buffer) was added, mixed by inversion 10 times and incubated on ice for precisely 4 min. Nuclei were pelleted (5 min, 4°C, 1,750 rpm) and washed with 2 mL of Buffer A (100 mM NaCl, 50 mM Tris [pH 8.15], 3 mM MgCl<sub>2</sub>, 150 µM spermine, and 500 µM spermidine) with 0.35 M sucrose. Nuclei were resuspended in 500 µL of Buffer A without sucrose + 1 mM CaCl<sub>2</sub>, transferred to a LoBind Eppendorf tube with pre-aliquoted diluted DNase I (Sigma D4527-200KU), and incubated at 37°C for precisely 3 min. The reaction was terminated with 500 µL of stop buffer (100 mM NaCl, 50 mM Tris [pH 8.15], 0.1% SDS, and 100 mM EDTA [pH 8]) followed by the addition of 10 µL of Proteinase K (Sigma). Percent nuclear recovery was typically around 80%. A portion of the deproteinized, DNase I-treated and mock-treated samples were run on a 1% agarose gel, stained with SYBR Safe DNA gel stain (Life Technologies), and scanned with a Typhoon imager. The patterns observed were used to pick the appropriately digested samples for sequencing (John et al., 2013).

#### DNase-seq and Data Analysis

Following DNase I digestion, purification of small double-hit fragments and sequencing library preparation was performed as in John et al. (2013). Paired-end sequencing was performed using the HiSeq 2000/2500 platforms (Illumina). DNase-seq datasets used in this study are available via the GEO (series accession GEO: GSE142739). Raw sequencing reads were trimmed to remove adapter sequences and aligned to the mouse genome (mm10, <https://www.encodeproject.org/files/ENCFF340HIY/>) using bwa (version 0.7.12) with the following parameters: “-Y -l 32 -n 0.04” and “-n 10 -a 750” for alignment and mate-pairing (aln and sampe, respectively). DHS peaks (i.e., hotspots) were determined using hotspot2 as outlined in <https://www.encodeproject.org/pipelines/ENCPL202DNS/>, and in total ~170,000 DHS regions were identified. A master list of peak regions was defined using the consensus DHS selection technique outlined in Thurman et al. (2012).

#### Differential DNA Accessibility Analysis

How the deposited data were processed for this re-analysis (not part of the article)

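RNA-seq was analysed for 10 mouse libraries: DN1, DN2a and DN2b cells with 2 libraries each and the no Notch control with 4. Conditions were taken from the sample labels and from the paper's description of the cultures. The DN libraries carry dates in their labels and were numbered by year (2012 and 2013), and libraries were paired across stages by that year. The paper states that the DN stages were isolated from each biological LSK replicate, without naming the libraries of each. The control libraries are named D1, D2, R1 and R2, and neither the labels nor the paper's text explains the letters. DNase-seq was not analysed here, and CpG ratios were not computed here.

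The authors removed reads that failed Illumina's base call threshold, aligned the first 36 bases of the first read end to mm10 with TopHat, counted reads per gene with htseq-count in intersection-strict mode and deposited raw counts per gene symbol, followed by 5 summary lines per library. The paper's text does not name the gene annotation or the strand setting of the counting, so overlapping and antisense genes are uncertain. Conversion of some gene symbols to dates had affected 27 symbols. Reads counted on genes ranged from 12354635 to 35367925 per library.

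Genes with at least 1 CPM in at least 2 libraries were kept, as in the paper. One model with 4 groups was fitted to all 10 libraries with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, prior count 0.125) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested and a common dispersion of 0.189. The standard error of a log2FC is its size divided by the square root of the test's F value. Thresholds were an adjusted p of 0.05 and, as in the paper, a log2FC of 2 without a p. CPM values use TMM-scaled library sizes. A gene with 3 counts or fewer in every library of a group was at the floor there, and its fold is a lower bound computed against that floor. Coordinates are those of GENCODE vM21 on mm10 (GRCm38), and promoters of listed genes are those of Table S2.

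The genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names for this experiment, the genes Table S2 gives under its most significant high-dose and low-dose GO terms, the members of short lists of marker genes, the 3 genes with the largest log2FC in each direction of each comparison (adjusted p under 0.05, groups not overlapping and a mean of at least 5 CPM in the higher group), and listed genes that miss the paper's expression criterion. *Cd27*, *Bcl11a*, *Ckm*, *Hist1h2bk* and *Hist1h2ai*, which start in the promoters of listed genes, and the tested list genes whose fold changes could be read from Table S1 (*Angpt1*, *4931428F04Rik*, *2810408A11Rik*, *1500009L16Rik* and *2010109I03Rik*) were added after values were seen.

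The alternatives set before the data were examined were DESeq2 1.42.0 with its size factors, scaling to library size only, htseq-count summary lines kept as genes, no filter on low counts, filterByExpr, only the groups compared, the DN libraries with the year as a replicate block, control libraries D1 and D2 or R1 and R2 alone, each library left out in turn, a prior count of 2, an added p threshold and edgeR's glmTreat test beyond a 2-fold change. Scaling to library totals that include the summary lines and a fit of the DN libraries without a block were added after seeing the data. For a gene list, the median log2FC was placed among 10000 random lists of the same size matched on mean expression over 20 bins. Correlations with CpG ratios used 100000 resamples. The scripts were tested on simulated counts for 12221 genes, of which 200 were changed by a log2FC of 2. The quasi-likelihood test recovered 48 of them with 3 false calls in DN2b over DN1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for summaries and figures.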

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

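The tests of IL-7, scaling and label year were chosen only after the result was seen, and the test for DN2b cells among the sorted DN2a cells was set before its result was seen.

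DN2a cells were sequenced but enter none of the paper's expression criteria. In DN2a over DN1, 49 genes passed an adjusted p of 0.05, 24 higher and 25 lower (edgeR's quasi-likelihood test). The median log2FC of the high-dose list was 3.03 in DN2a over DN1, at percentile 100.0 of matched random lists, and 36 of 36 genes were higher. A log2FC of at least 2 was reached by 28 of them, and 7 passed with adjustment over all genes and 30 with adjustment over the list. With the replicate block 15 passed over all genes and 35 were higher, with DESeq2 20 passed and 36 were higher, and with each of the library-size scalings 6 passed and 35 were higher. In DN2b over DN2a the median was 1.07 and 35 of 36 genes were higher. The list was selected by the paper for being higher in DN2b than in the same DN1 libraries, so part of its rise over DN1 follows from that selection.

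DN2a cells came from cultures with IL-7 and DN1 cells from cultures without it. STAT5 genes outside the high-dose list had a median log2FC of 0.51 in DN2a over DN1, at percentile 98.7 of matched lists, with 3 of 5 genes higher. With the replicate block the percentile was 94.86. The high-dose list itself holds 4 STAT5 genes, among them *Cish*, *Socs1* and *Socs2*. These rose by a log2FC of 4.67, 3.49 and 6.49 in DN2a over DN1. In DN1 over the control they were at -1.85, -2.03 and -1.49. As list members they were selected for a rise over DN1. IL-7 may therefore contribute to the rise, and the design does not separate it from the stage. In DN2a over the no Notch control, which also differ in Notch ligand, the STAT5 genes outside the list were not higher. Their median there was -0.43 (percentile 24.45, 0 of 5 higher), and that of the high-dose list was 5.35. *Cish*, *Socs1* and *Socs2* were at 2.82, 1.45 and 5.00 in that comparison. Scaling did not remove the rise, since the lowest median over the scalings and the replicate block was 2.87. Within the label years the median difference in log2(CPM + 1) was 2.43 in 2012 (36 of 36 genes higher) and 1.96 in 2013 (32 of 36), so the rise was not confined to 1 year. If DN2b cells among the sorted DN2a cells had made the rise, genes with little expression in the other cells would sit at 1 common ratio between DN2b and DN2a. Genes expressed in the other cells would depart from it even in a mixture. *Gfra1* had 7.94 and 23.3 CPM in DN1, against 111 and 85.0 in DN2b. Of the 36 genes, 5.56% (2 genes) lay over 2 standard errors from the common ratio, just past the 5% set beforehand as speaking against such a mixture. A single gene decides that test, and 5% is also what chance gives, so a mixture is not ruled out. The standard errors came from the fit without the replicate block, although same-year deviations of DN2a and DN2b correlated at 0.4515. A rise of high-dose genes already at DN2a remains a hypothesis. It cannot be told apart from an effect of IL-7 or of time in culture, or from DN2b cells among the sorted DN2a cells.

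The no Notch level of *Hist1h3e* had 1 library far from the other 3. The gap to the nearest library was 0.883 of the group's range, above the critical value of Dixon's test for 4 samples. The libraries held 2, 3, 3 and 17 counts. Of 26 results screened in this way, 1 was found, and chance gives about 1 in 20. With each library left out in turn, its log2FC in DN1 over the control ranged from 1.64 to 2.96. No biological explanation was tested.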

How the results depend on the processing

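All alternatives here were set before the data were examined, except the scaling to library totals with the htseq-count summary lines and the DN libraries without a block, which were chosen after seeing the data. The CpG alternatives were not run, since no genome sequence was used here.

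Without the filter on low counts, the genes with a log2FC of at least 2 numbered 1565 in DN1 over the control, 1918 in DN2b over the control, 1618 in DN2b over DN1 and 792 in DN2b over both. Adding an adjusted p under 0.05 left 108 in DN2b over DN1, 75 over both and 22 of the high-dose list. With each library left out in turn, the numbers ranged from 332 to 925 in DN2b over DN1 and from 206 to 456 over both. The other settings stayed within 1.5 times of the 860, 1007, 498 and 275 genes, and the low-dose list of 84 within it in every setting run.

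For genes with an adjusted p under 0.05, control libraries D1 and D2 alone gave 2299 in DN1 and 3238 in DN2b over the control. The glmTreat test beyond 2-fold gave 1562, 2365, 102 in DN2b over DN1 and 12 in DN2a over DN1. DESeq2 gave 828 in DN2b over DN1, 478 in DN2a over DN1 and 29 in DN2b over DN2a, where edgeR gave 0 with 335 at an unadjusted p under 0.05. In the simulation DESeq2 recovered 65.5% of changed genes in DN2b over DN1 with 61 false calls, and edgeR 24.0% with 3. Fitting only the groups compared gave 80 and 22 in DN2b and DN2a over DN1. Without a filter, DN2a over DN1 had 101 and DN2b over DN2a 1. With libraries left out in turn, the ranges were 112 to 265 in DN2b over DN1, 22 to 32 in DN2a over DN1, against 49, and 0 to 1 in DN2b over DN2a. The cause of these moves was not tested.

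With the year as a replicate block, 238 genes passed in DN2b over DN1, 67 in DN2a over DN1 and 0 in DN2b over DN2a (520 at an unadjusted p under 0.05). The same libraries without the block gave 180, 32 and 0 (363 unadjusted). Same-year deviations correlated across genes at 0.0629 between DN1 and DN2a, 0.1895 between DN1 and DN2b and 0.4515 between DN2a and DN2b.

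Scaling to library size only moved the median log2FC of all genes from 0.01 to 0.27 in DN1 over the control, from -0.02 to -0.21 in DN2b over DN1 and from -0.03 to -0.23 in DN2a over DN1. Library totals with the summary lines moved these to 0.25, -0.40 and -0.29, and moved DN2b over the control to -0.19 and DN2b over DN2a to -0.13. In DN1 over the control the genes split into 1753 higher and 2081 lower with TMM, 2585 and 1625 with library size only, and 2257 and 1596 with the totals. In DN2b over the control it was 2435 and 2755 with TMM, 2624 and 2476 with library size only, and 1892 and 2878 with the totals. In DN2b over DN1 the split was 124 and 109 with TMM, 342 and 486 with DESeq2, 95 and 203 with the totals, 58 and 22 with only the groups compared, and 119 and 61 with the DN libraries without a block. In DN2a over DN1 it was 24 and 25 with TMM, 127 and 351 with DESeq2, 16 and 6 with only the groups compared, 44 and 23 with the replicate block, and 28 and 4 with the DN libraries without a block.

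For the Figure S3 correlations, genes past the filter gave 0.9364 for the control, 0.8941 for DN1, 0.9687 for DN2a, 0.9309 for DN2b, 0.6594 for DN against control and 0.9299 across DN stages. With the summary lines included, DN1 gave 0.9636, DN against control 0.9029 and DN across stages 0.9740.

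The log2FC of *Tapbpl* in DN1 over the control, -0.03, was 0.23 with library size only, 0.0376 with control libraries D1 and D2, 0.20 with the totals and from -0.11 to 0.0006 with libraries left out. *Notch1* in DN1 over the control was -0.23 with control libraries R1 and R2, against 0.15. *Hes1* in DN2b over DN1, 0.23, was -0.17 with the totals and from -0.0785 to 0.48 with libraries left out. *Nrarp* there ranged from -0.83 to 0.0271, against -0.46. None of these passed an adjusted p of 0.05 in the main setting, and the cause was not tested. Of 670 values of named genes under settings other than leaving out a library, 631 kept direction and side of the threshold, 27 were weaker, 7 stronger and 5 reversed. Of 670 with a library left out, 624 kept both, 27 were weaker, 3 stronger and 3 reversed, and 13 moved by more than the spread between libraries.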

Differences from the paper's values

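The alternatives were not chosen by any test of these differences, and scaling to library totals with the htseq-count summary lines was chosen only after the result was seen.

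In Figure S3, the paper's correlation between the DN1 libraries is about 0.96, read by eye, and the value here was 0.951. The paper's correlation between the DN2b libraries is about 0.97 in Figure S3, read by eye, and the value here was 0.961. With the htseq-count summary lines included, an alternative set before the data were examined, they were 0.9636 and 0.9691. With genes past the filter they were 0.8941 and 0.9309 and still differed.

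The paper's log2FC of *1500009L16Rik* in Table S1 is 9.451 in DN2b over the control, and the value here was 10.12. Control libraries D1 and D2 alone, set before the data were examined, gave 9.55, which closed the gap. None of the other alternatives set before the data were examined closed the gap. That holds for this gene, and over 603 genes values from the D1 and D2 libraries alone scattered more around the paper's in this comparison, with a median absolute deviation of 0.218 and r = 0.964 across genes, against 0.0447 and 0.983 in the main setting. For DN2b over DN1 the paper's value for this gene is 3.518, and the value here was 3.89. Scaling to library size only gave 3.70, and no other alternative set before the data were examined closed the gap. Scaling to library totals with the summary lines, chosen after seeing the values, gave 3.52. The paper's log2FC of *2010109I03Rik* in DN2b over DN1 is 4.021, and the value here was 4.92. A prior count of 2 gave 4.00, and none of the other alternatives set before the data were examined closed the gap. Over the 603 genes in DN2b over DN1, a prior count of 2 gave r = 0.997 with the paper's values, against 0.963 in the main setting. In DN2b over the control it gave 0.999, against 0.983.

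The paper lists as responsive some genes that missed its expression criterion here. *Ube4a* had a log2FC of 0.59 in DN2b over DN1, and the highest value over the settings run was 0.79. *Scn4b* and *Klc3* were below the count filter, and both met the criterion without a filter and with filterByExpr, where 37 of 38 high-dose genes did. On the low-dose list, 16 tested genes were below a log2FC of 2, with *Tapbpl* at -0.03. Scaling to library size only brought 15 of them past it, and so did library totals with the summary lines, which were chosen after seeing the values. Without a filter 91 low-dose genes met the criterion and with filterByExpr 88.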

Other observations

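The tests in this part were chosen only after the result was seen, except the relation between promoter CpG ratio and the level without Notch and the medians of the full STAT5 list, which were set beforehand.

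The DN1 libraries differed in granulocyte and monocyte genes. A list of 15 such genes was higher in DN1 of 2012 than of 2013 by a median log2 difference of 2.82, at percentile 100.0 of matched random lists, with 13 of 15 genes higher. Their median level was 5.18% of that in the no Notch control in 2012 and 0.698% in 2013. A candidate explanation is other myeloid cells in the DN1 library of 2012. The list was not higher in 2012 in the later stages, where the higher of the medians in DN2a and DN2b was -0.0526. Their median level in those stages was at most 0.0517% of that in the control, too low to show a difference, so one between the label years is not ruled out. Whether DN1 cells themselves express these genes was not tested. A list of 10 mast cell and basophil genes had a median log2FC of 1.30 in DN1 over the control (percentile 99.95, 5 of 10 higher). In DN2b over DN1 its median was -6.45 (percentile 0.0, 0 of 10 higher). Among them, *Cpa3* is also a low-dose gene. It had 986.8 CPM in DN1 of 2012, 333.3 in DN1 of 2013 and a mean of 36.3 in the control. Which cells carried these genes was not tested.

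Genes on the Y chromosome and *Xist* separated the label years. The ratio of 2012 to 2013 lay between 2.32 and 15.1 in all 12 comparisons of 4 Y-linked genes in 3 stages. *Xist* was at most 0.394 CPM in 2012 and between 29.0 and 86.4 in 2013. The sex of the donor mice may have differed between the label years, with male cells making up more of the 2012 material.

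Over 603 genes, the paper's Table S1 fold changes were offset from the TMM-scaled ones by a median of 0.24 in DN1 over the control, -0.15 in DN2b over the control and -0.38 in DN2b over DN1, with correlations across genes of 0.992, 0.983 and 0.963. With library totals that include the htseq-count summary lines the largest offset was 0.0043, and with totals of the gene counts it was 0.222. The correlations with the summary-line totals were 0.991, 0.985 and 0.968. A prior count of 2 raised them to 0.997, 0.999 and 0.997 and left the offsets at 0.24, -0.15 and -0.39. Scaling by totals with the summary lines is a candidate explanation of the offsets.

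Of the 16 tested low-dose genes below a log2FC of 2, 15 lay between 1.80 and 1.96, and all 15 reached it under library totals with the summary lines. That scaling moves the median of all genes in this comparison from 0.01 to 0.25, so genes this close to the limit were bound to pass it, and the number is no separate evidence for scaling. For 6 listed genes that missed the criterion or were not tested, the promoter also holds the start of another gene that met it, *Cd3g* for *Ube4a*, *Ckm* for *Klc3*, *Cd27* for *Tapbpl*, *Bcl11a* for *A830031A19Rik*, *Hist1h2bk* for *Hist1h2ah* and *Hist1h2ai* for *Hist1h2bl*. Without a count filter, *Klc3*, *Hist1h2ah* and *Hist1h2bl* met the criterion themselves. The paper states a filter at 1 CPM, which these genes did not pass here, so the other gene is not ruled out for them. In DN1, *Hist1h2ah* had 0.334 and 0.499 CPM and *Hist1h2bl* 0.0742 and 0.798. For *Ube4a* and *Tapbpl* the expression in the paper's criterion may be that of the other gene, and *A830031A19Rik* is not among the genes counted.

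Histone genes (33 tested) had a median log2FC of 1.72 in DN1 over the control, at percentile 100.0 of matched lists, with 27 of 33 higher. The median was 1.94 with library size only, 1.67 with DESeq2 and 1.90 with totals that include the summary lines. Proliferation genes had a median log2FC of 0.52, with 16 of 17 higher, at percentile 96.05 of matched lists, short of the limit set for calling it, and at 97.59 with totals that include the summary lines. RNAs without a poly(A) tail lay at percentile 53.36, with 2 genes tested. In DN2a over DN1 both lists rose, histone genes by 0.77 (percentile 100.0) and proliferation genes by 0.41 (percentile 99.2). In DN2b over DN1 histone genes rose by 0.75 (percentile 99.23) and proliferation genes fell by 0.04 (percentile 10.82). In DN2b over the control the medians were 2.46 (percentile 100.0) and 0.50 (percentile 81.11). In DN2a over the control they were 2.49 (percentile 100.0) and 1.03 (percentile 99.81), and in DN2b over DN2a -0.13 (percentile 0.19) and -0.43 (percentile 0.0). The lists moved together in some comparisons and apart in others, so more dividing cells can be neither shown nor ruled out as a cause, and a difference in how RNA without a poly(A) tail was kept could not be tested with 2 genes.

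No relation between promoter CpG ratio and the level without Notch was detected in either list. Both lists were selected for genes well above the control, which restricts the control level, so a relation is not ruled out. Across the 112 low-dose genes, the paper's CpG ratio and the log2(CPM + 1) in the control had Pearson r = 0.156 (permutation p = 0.102, adjusted p = 0.327) and Spearman rho = 0.133 (permutation p = 0.164, adjusted p = 0.327). Across the 38 high-dose genes, r was -0.134 (permutation p = 0.426, adjusted p = 0.568) and rho -0.0813 (permutation p = 0.627, adjusted p = 0.627). The adjustment covers both lists and both coefficients, and genes are not independent replicates.

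The STAT5 list of 9 genes had a median log2FC of -1.49 in DN1 over the control (percentile 0.37), 0.97 in DN2a over DN1 (percentile 100.0) and 0.51 in DN2b over DN2a (percentile 99.96). Of these 9, 4 are on the high-dose list, which the paper selected for being high in DN2b. The 5 others had medians of -1.41 (percentile 2.71), 0.51 (percentile 98.7) and 0.13 (percentile 88.2) in the same comparisons. The rise from DN2a to DN2b therefore did not stand out without the shared genes.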
